# Circadian-driven tissue specificity is constrained under caloric restricted feeding conditions

**DOI:** 10.1038/s42003-024-06421-0

**Published:** 2024-06-20

**Authors:** Renrui Chen, Ziang Zhang, Junjie Ma, Bing Liu, Zhengyun Huang, Ganlu Hu, Ju Huang, Ying Xu, Guang-Zhong Wang

**Keywords:** Data integration, Transcriptomics

## Abstract

Tissue specificity is a fundamental property of an organ that affects numerous biological processes, including aging and longevity, and is regulated by the circadian clock. However, the distinction between circadian-affected tissue specificity and other tissue specificities remains poorly understood. Here, using multi-omics data on circadian rhythms in mice, we discovered that approximately 35% of tissue-specific genes are directly affected by circadian regulation. These circadian-affected tissue-specific genes have higher expression levels and are associated with metabolism in hepatocytes. They also exhibit specific features in long-reads sequencing data. Notably, these genes are associated with aging and longevity at both the gene level and at the network module level. The expression of these genes oscillates in response to caloric restricted feeding regimens, which have been demonstrated to promote longevity. In addition, aging and longevity genes are disrupted in various circadian disorders. Our study indicates that the modulation of circadian-affected tissue specificity is essential for understanding the circadian mechanisms that regulate aging and longevity at the genomic level.

## Abstract (web summary)

A multi-omics study on circadian rhythms in mice suggests that ~35% of tissue-specific genes may be influenced by circadian regulation, and these genes are linked to aging and longevity.

## Introdution

Tissue specificity refers to the unique genes expressed in different tissues. Many heritable diseases are tissue-specific, including aging-associated diseases^1^. The process of aging has been conceptualized as the greatest risk factor for diseases^2^, and this process is heterogeneous across different tissues^3^. Tissue-specific transcriptomic signatures have been reported in aging organs from human to *Caenorhabditis elegans*^4–7^. Recent studies have indicated that tissue specificity is lost during aging, leading to the phenomenon of coordinated global aging behavior across tissues^7–9^.

Circadian regulation has been shown to influence aging and longevity^10–12^. The circadian regulatory process involves several proteins that comprise a negative autoregulatory feedback loop^13,14^. In mice, the PER and CRY proteins are active in the late evening or at night, while the BMAL1 and CLOCK protein are active during the daytime^15^. The CLOCK–BMAL1 complex promotes the transcription of Per and Cry through binding to E-boxes. In turn, PER and CRY dimerize and interact with BMAL1-CLOCK complex to repress their own transcription at night^14^. The deficiency of CLOCK or BMAL1 protein can decrease the lifespan of mice^16,17^, and aging can impact the amplitude and phase of circadian rhythms^18–20^.

Circadian disturbances such as jet leg, have a significant effect on older mice compared to adult mice^21^ and can lead to increased mortality^22^. Shift work increases blood pressure and the risk of cardiovascular disease^23^. Many genes related to longevity are regulated by circadian genes^24,25^. Circadian rhythmicity is known to weaken with age, characterized by a decrease in the circadian amplitude, an advance or delay of the circadian phase, and a disturbances in cell and tissue synchronization^26–28^. Studies have shown that controlled feeding regimens can reset circadian rhythms and improve health^29,30^ and phase-aligned feeding activities can effectively delay aging and promote longevity^31^.

Tissue specificity can also be regulated by the circadian clock as well^32–36^ Each of the core circadian transcriptional factors binds to thousands of target genes across the genome^14,37,38^, coordinating the temporal functional organization of different organs^39,40^. However, The target genes of these circadian regulatory proteins vary in different organs in mice, as well as in other species like baboon^35,36,41–43^, owing to factors such as tissue-specific DNA binding events mediated by the transcription factor BMAL1^40,44^ and tissue-specific chromatin activities^45,46^. Meanwhile, the binding targets of other core clock transcription factors, such as CLOCK, PERs, CRYs, also differ tremendously^14^. Although the suprachiasmatic nucleus (SCN) is understood as the principal circadian pacemaker, the circadian regulation system is present in almost all tissues and cells^47,48^, suggesting it is involved in the regulation of tissue-specificity as a common molecular mechanism.

Although the relationship between tissue specificity and circadian regulation is well-established, the molecular mechanisms that underlie this connection remain elusive. In the present study, we defined tissue specificity as the differential transcriptomic signatures identified in a given tissue compared to other tissues. To quantify the relationship between circadian clock and tissue specificity, we conducted a large-scale sequencing of multiple peripheral circadian tissues (forebrain, cerebellum, liver, kidney) in both normal and sleep disrupted conditions. We firstly accessed whether tissue specificity and circadian oscillation are linked in both normal and sleep deprivation conditions. We then investigated the temporal organization of tissue-specific genes in liver and kidney across 24 h and identified distinct classes of tissue-specific genes that are affected to varying degrees by circadian rhythms. Based on these classes, we found that tissue-specific genes affected by circadian clock are involved in metabolism-related functions, enriched in specific cell types, and highly enriched certain co-expression modules. Finally, we explored the property of circadian-affected tissue-specific genes, and revealed that they were linked to aging and longevity.

## Results

### The circadian rhythmicity of gene expression is highly correlated with tissue-specificity

To investigate the relationship between circadian rhythm and tissue specificity at the transcriptomic level, we explored the mouse circadian atlas^35^. We employed three data analysis methods — the tau index (Tau), specificity measure (SPM) and expression enrichment (EE) — to calculate the tissue specificity of genes expressed in 12 organs. We paid particular attention to how the expression of specific genes varied across different tissues over the 24 h circadian cycle. For each of the 12 organs examined, gene’s tissue specificity score oscillates across different time points (Fig. 1a). A significant positive correlation was detected between the number of tissue-specific genes and circadian genes (R = 0.65, R = 0.84 and 0.73, Fig. 1b, Pearson correlation). Liver and kidney, which were shown to have a higher number of cycling genes compared to other 10 organs, also had the most abundant tissue-specific genes (235 and 465 genes, respectively, compared to 7–119 genes in other organs).

**Fig. 1:**
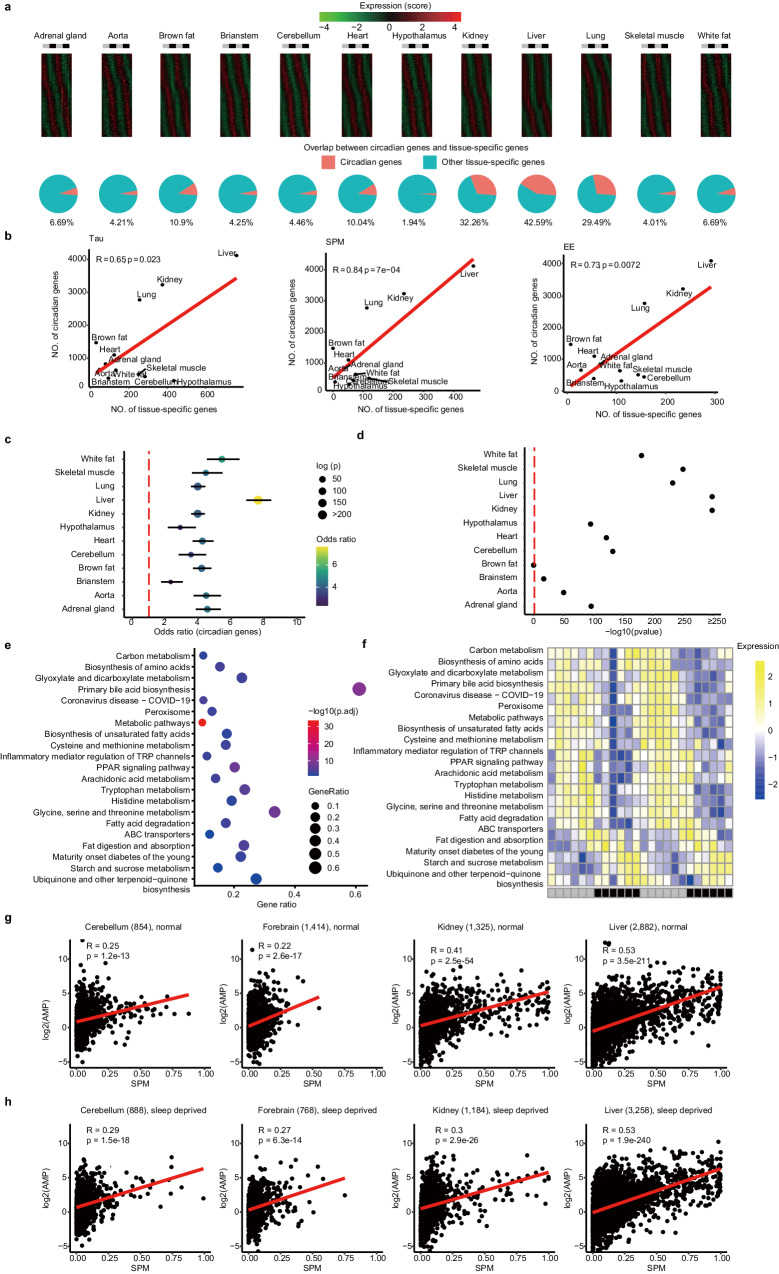
Correlation between tissue specificity and circadian rhythmicity across mouse organs. **a** The heatmaps display the tissue-specificity (measured by SPM) of circadian genes, and the pie charts show the proportion of them in tissue-specific genes (top 10% SPM score). R function pheatmap with the parameter scale = row was used to display the SPM changes of circadian genes. **b** The number of tissue-specific genes was positively correlated with the number of circadian genes in the 12 examined organs, as seen with tissue-specificity indicators including Tau, EE, and SPM. **c** Enrichment analysis of circadian Tau genes and rhythmically expressed genes. JTK_CYCLE was used to analyze Tau values of genes at different time points, and genes with Benjamini-Hochberg adjusted P < 0.05 were considered circadian Tau genes. Tissue circadian genes from the mouse circadian transcriptome atlas were also analyzed by JTK_CYCLE. **d** Enrichment analysis of tissue-specific genes (SPM) and tissue-specific genes (Tau). Tissue-specific genes were identified using the SPM value and Tau value calculated from the average gene expression in the mouse circadian transcriptome atlas and a cutoff value > 0.8. Tissue specific genes (Tau) is classified according to the tissue with the highest gene expression. **e** Enrichment analysis of biological processes of tissue-specific genes across circadian time in the liver. Both odds ratio and significance level (p) are indicated. **f** The heatmaps display the expression of enriched biological pathways across circadian time in the liver. **g** Scatter plots showing the relationship between the amplitudes of circadian genes and tissue specificity under normal conditions. In all four organs, tissue-specificity indicators (such as SPM) from the mouse circadian transcriptome atlas are significantly positively correlated with the amplitude of gene expression of the transcriptome (AMP), even in sleep deprivation conditions. Each dot represents a gene, and the Pearson correlation coefficient and its significance level (P) are displayed in each plot. **h** Scatter plots showing the relationship between the amplitudes of circadian genes and tissue specificity under sleep deprivation conditions.

Our analysis revealed that the tissue specificity of the identified genes exhibited temporal oscillations at different time points. We utilized JTK_CYCLE to calculate the circadian of gene expression in mouse 12 tissues (Jonckheere-Terpstra-Kendall test, q-value < 0.05). Notably, we found that the genes whose Tau values showed temporal oscillations were significantly enriched with the rhythmic genes of the tissue, with odds ratios greater than 3 and P values less than 2.2 x 10^−6^ for all tissues analyzed (Fig. 1c). Consistent results were obtained using another two-alternative gene-tissue specificity calculation methods, SPM and EE. In fact, the tissue specificities defined by the three methods are highly similar to each other (R > 0.8, Fig. 1d and Fig. S1). At the pathway level, these tissue specific genes are enriched in metabolic functional pathways (Fig. 1e), which also exhibited rhythmic oscillation signals throughout the day (Fig. 1f). So circadian regulation and tissue specificity are highly correlated throughout the body. Similarly, we analyzed the functional differences between tissues based on circadian genes. Specifically, we examined the top 10 biological processes of Gene Ontology (GO) annotation associated with circadian genes from the mouse circadian atlas. Our analysis revealed that circadian genes exhibit functional diversity, with significant associations to metabolism and biological rhythms (Fig. S2). Furthermore, we employed the Weighted Gene Co-expression Network Analysis (WGCNA) to explore overall gene expression patterns. This network was partitioned into several modules (Fig. S3a), and we identified those modules enriched with circadian genes. Notably, the liver and kidney exhibited the highest enrichment in circadian gene modules (Fig. S3b, c).

Circadian disturbances such as acute sleep deprivation have been shown to induce tissue-specific transcription and DNA methylation of human core clock genes^49^. To explore how circadian disturbance affects the relationship between circadian rhythm and tissue specificity, we conducted RNA-sequencing on 96 samples from both normal and sleep-deprived (circadian disrupted) mouse organs, including the liver, kidney, forebrain, and cerebellum. These organs were selected due to their previous demonstration of containing robust circadian expressed transcripts, and the forebrain and cerebellum are recognized as top influenced tissues by the circadian systems within the brain^35^. For sleep-deprived samples, mice were subjected to a 10 h sleep deprivation, as severe sleep deprivation can affect the transcriptome of mouse tissues (Maret et al. 2007). We collected two replicates every 4 hours from male mice, under constant darkness. We chose to sequence the samples at high depth, with an average of 54 million reads sequenced per sample. The reads were aligned to the mouse genome GRCm38 using HISAT2, and the transcription information for each annotated genomic region was estimated, facilitating downstream analysis^50^. This allowed us to access the expression signature for both protein-coding and noncoding transcripts. We detected a total of 18,531 transcripts with abundant transcriptional signatures, expressed in all samples, which were used for downstream analysis. To validate the accuracy of the sleep deprivation experiment, we analyzed rhythmic genes in each tissue. The findings revealed varied degrees of alteration in the expression of rhythmic transcriptomes and key circadian genes (Fig. S4).

Next, we analyzed the relationship between rhythmic expression signals in the four organs and the tissue-specific signals of the genes as measured by the specificity measure (SPM) from the mouse circadian transcriptome atlas. Although sleep deprivation altered the pattern of gene oscillations, we observed that the correlation between circadian amplitude (AMP) and tissue specificity of rhythmically expressed genes remained significant in both control and sleep-deprived conditions (Fig. 1g, h), particularly in the liver. We note that similar results were obtained when expressed genes were defined using different cutoffs (see methods). Importantly, when comparing the tissue specificity of rhythmically expressed genes with that of non-rhythmically expressed genes in calorie-restricted feeding states, we observed a significant difference. In both adult and old mice, the tissue specificity of rhythmically expressed genes was markedly greater than that of non-rhythmically expressed genes (Fig. S5). This finding suggests that the rhythmic expression of genes may play a crucial role in coordinating tissue-specific responses to calorie-restricted feeding.

### Both differentially expressed protein-coding and noncoding genes are temporally organized

To quantify the relationship between circadian regulation and tissue specificity, we focused on the circadian transcriptome of the liver, utilizing kidney as a reference organ, as these two peripheral organs contain the most robust circadian transcription patterns^35^. We profiled their 24 h circadian transcriptomes with four replicates collected every four hours under constant darkness, to confidently access their differentially expressed transcripts for each time point. 

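Liver and kidney were collected from the same male mice at 6 time points in constant darkness (DD0, DD4, DD8, DD12, DD16 and DD20). With 4 mice per time point, this gave 24 liver and 24 kidney libraries of total RNA depleted of ribosomal RNA. The libraries were strand-specific and sequenced as paired ends. According to the paper's methods, the authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HISAT2 and discarded alignments of low mapping quality. They then counted the fragments on each gene's own strand with featureCounts. The deposited values are these counts for 21283 genes, without normalization. Every gene in the table had a count above 0 in at least 6 liver and 6 kidney libraries, and the paper's text does not name the rule by which the genes were chosen. Library totals ranged from 31435752 to 49491560 counts, with a median of 40083736 in liver and 42066941 in kidney. At DD0, the liver libraries held 31435752 to 39601114 counts (median 33380653) and the kidney libraries 39625853 to 47311423 (median 43307597). At DD4, the totals were 33096540 to 49491560 in liver (median 41280198) and 39994230 to 43439273 in kidney (median 41748657). At DD8, they were 39282765 to 40218403 in liver (median 39765853) and 37543459 to 45818809 in kidney (median 43404643). At DD12, liver had 40613463 to 47359687 counts (median 44775670) and kidney 39859149 to 43933429 (median 42071188). At DD16, the ranges were 39949069 to 49047241 in liver (median 43479220) and 33154339 to 44971679 in kidney (median 43366094). At DD20, liver libraries held 37802155 to 40649828 counts (median 40012375) and kidney libraries 33397512 to 38978248 (median 35009482). Gene types, positions and exon lengths were taken from GENCODE M21, which is on GRCm38 and matched 21245 of the genes. The 38 genes without a match held 0.0023% of all counts. Of the matched genes, 15016 are protein-coding and 2262 are lncRNAs. TPM was computed from the counts and the total length of each gene's merged exons, and a count above 0 in all 48 libraries was found for 15660 genes.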

More replicates allow us to identify the cycling genes more robustly and enable a more sophisticated computational analysis. 

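The rhythm of each gene was tested within each organ on TPM, with the exact null distribution of the JTK statistic for 24 libraries, a period of 24 h and the 6 sampled phases. The test covered the 15648 annotated genes with a TPM above 0 in all 48 libraries, of which 13172 are protein-coding. Rhythm with a Benjamini-Hochberg adjusted p under 0.05 was found for 2711 protein-coding genes in liver and 714 in kidney. At an unadjusted p under 0.05, the counts were 4607 and 2487. Over all gene types, 2872 genes were rhythmic in liver and 752 in kidney. Of these, 329 were rhythmic in both organs, and 93.3% of the 329 had phases within 4 h of each other. The median relative amplitude was 0.260 among the rhythmic genes of liver and 0.241 among those of kidney. Among the alternatives that used every library, the choice of test moved the counts most: harmonic regression with limma-trend on log2 CPM called 3916 protein-coding genes in liver and 2184 in kidney. JTK on TMM-normalized CPM called 2706 in liver and 1109 in kidney. With one replicate number left out, which leaves 18 libraries per organ, liver had between 979 (without replicate 3) and 1654 (without replicate 2) rhythmic protein-coding genes. Kidney had between 145 (without replicate 1) and 314 (without replicate 4).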

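The phases of the rhythmic liver genes depended on the input: on TPM, 43.4% had their phase at DD12, and on TMM-normalized CPM 14.8% did. Of the 2872 genes called on TPM in liver, 1798 were also called on TMM-normalized CPM. In kidney, 590 of the 752 genes were called on both inputs, and the share with a phase at DD8 was 36.0% on TPM and 30.5% on TMM-normalized CPM. The ratio of TPM to TMM-normalized CPM that all genes of a liver library share averaged 0.927 ± 0.111 (SD, n = 4 libraries) at DD0 and 1.13 ± 0.036 at DD12, relative to the mean over the organ. In kidney, the corresponding ratio was 0.924 ± 0.042 at DD0 and 1.03 ± 0.094 at DD12. It was highest at DD20, at 1.09 ± 0.154, and the exact JTK test detected no rhythm in the kidney ratio.

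**Figure D1:**
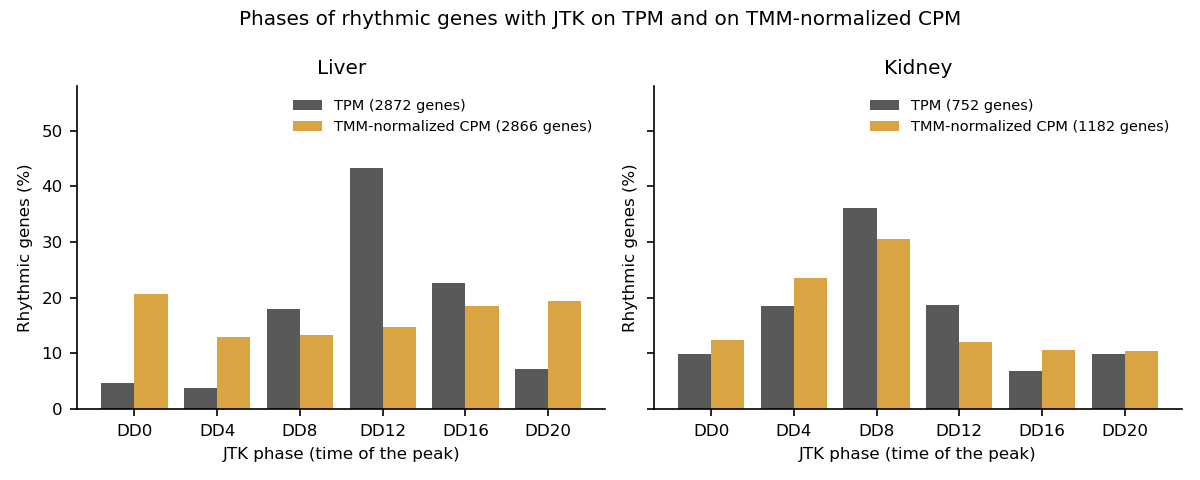
Share of the rhythmic genes of liver (left) and kidney (right) in percent (y axis) with each JTK phase (x axis), with JTK on TPM (grey) and on TMM-normalized CPM (yellow). The liver peak at DD12 on TPM holds 43.4% of 2872 genes, and the share at the same phase on TMM-normalized CPM is 14.8% of 2866 genes.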

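Among the core clock genes, Arntl (Bmal1) had its phase at DD0, Nr1d1 at DD8, Per1, Per3 and Cry2 at DD12, Per2 at DD16 and Cry1 at DD20, the same in liver as in kidney. Adjusted p-values of the exact JTK test (Benjamini-Hochberg) for these 7 genes ran from 1.13e-06 (Nr1d1) to 0.00690 (Cry2) in liver and from 1.22e-05 (Per3) to 0.00302 (Per2) in kidney. Cry2 in liver did not pass without replicate 1 or without replicate 3, and Per2 in kidney did not pass without replicate 2 or without replicate 3. Clock was not called in either organ (adjusted p of the exact JTK test with Benjamini-Hochberg adjustment, 1 in liver and 0.525 in kidney). Its replicates spread widely at some time points, with a TPM of 2.79 to 17.0 in liver at DD4 and 9.05 to 37.4 in kidney at DD20. The absent call therefore does not show that Clock lacks a rhythm. In kidney, its rhythm was called by harmonic regression with limma-trend (adjusted p = 0.0456, Benjamini-Hochberg). Nr1d1 (ENSMUSG00000020889) lies on chromosome 11 of GRCm38 from 98767932 to 98775333 and had the smallest p of all genes in liver. Its liver TPM was 118 ± 15.1 (SD, n = 4) at DD8 and 1.65 ± 0.21 at DD20, a 71.7-fold difference; in kidney it was 111.0 ± 15.8 and 6.84 ± 2.16 at the same time points. Cry1 (ENSMUSG00000020038; chromosome 10, 85131700 to 85185064) followed with a liver TPM of 37.2 ± 5.21 at DD20 and 4.94 ± 0.72 at DD8. Tns2 (ENSMUSG00000037003; chromosome 15, 102100413 to 102116401) had the same p as Cry1, with a liver TPM of 53.7 ± 6.20 at DD8 and 21.2 ± 1.94 at DD20. Its kidney rhythm (adjusted p = 0.0175, exact JTK test with Benjamini-Hochberg adjustment) was lost in each of the 4 fits that left out one replicate number. In kidney, the smallest p belonged to Npas2 (ENSMUSG00000026077; chromosome 1, 39193731 to 39363236), with a TPM of 24.4 ± 1.70 (SD, n = 4) at DD0 and 0.884 ± 0.329 at DD12. Per3 and Tef followed, with kidney TPM 6.96-fold and 2.83-fold higher at DD12 than at DD0. Per2 in liver at DD4 had a mean TPM of 3.63 ± 2.31, in which 1 of the 4 libraries stood apart at 7.09, and Clock in kidney at DD8 had 1 library at 5.97 below a mean of 9.14 ± 2.13. Single libraries also stood apart for Per1 at DD4 (2.59 in liver and 17.1 in kidney), Cry1 at DD12 in liver (10.6) and at DD16 in kidney (25.4), Cry2 at DD20 in liver (25.6) and Tef at DD12 in liver (91.8).

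**Figure D2:**
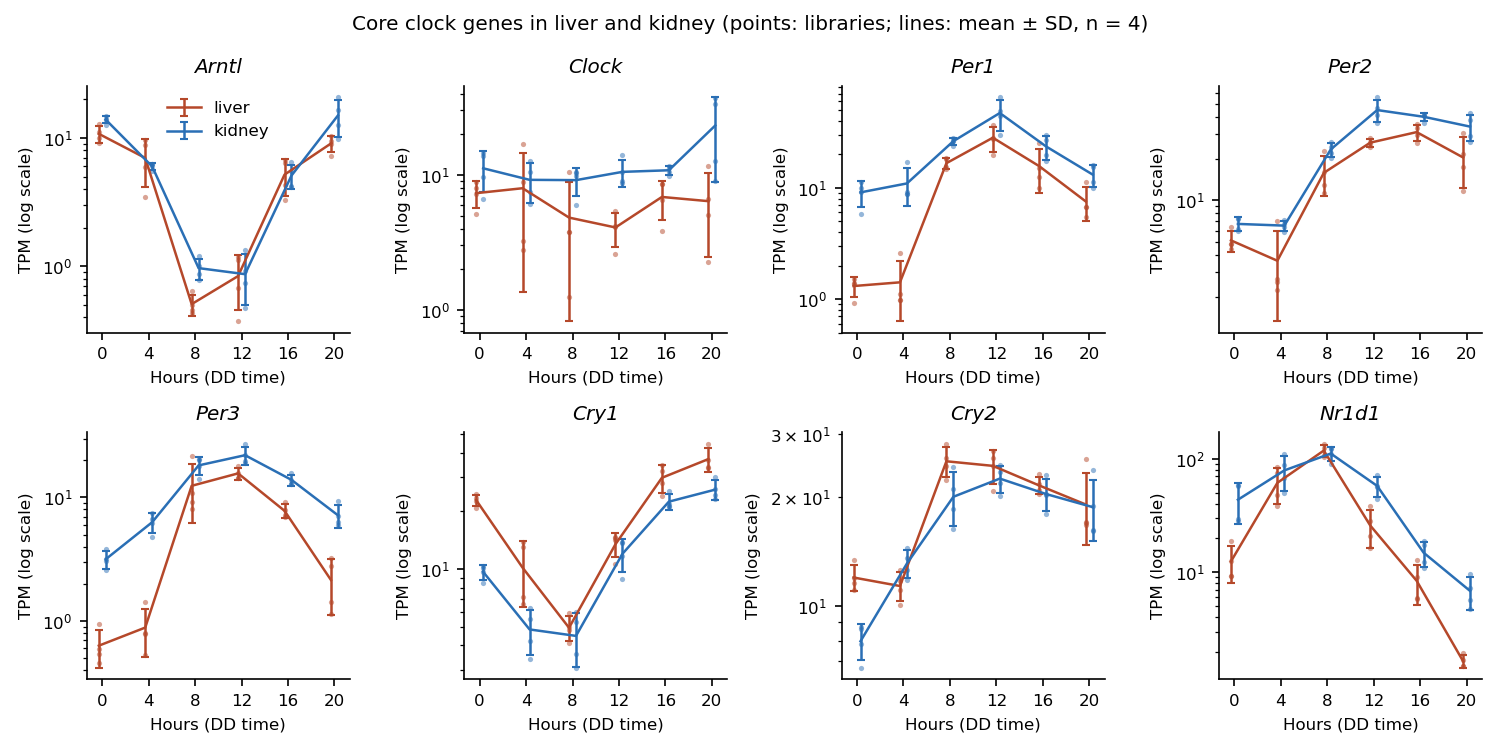
TPM (y axis, log scale) of 8 core clock genes at the 6 time points (x axis, hours of DD time) in liver (red) and kidney (blue). Points are libraries and lines join the means of 4 libraries with their SD; Nr1d1 falls from 118 at DD8 to 1.65 at DD20 in liver, while Clock in kidney at DD20 has a mean of 23.2 with an SD of 14.4.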

For the protein-coding genes expressed in both organs, 3310 transcripts in the liver and 1125 transcripts in the kidney were finally identified as rhythmically expressed protein-coding genes (Jonckheere-Terpstra-Kendall test^51^, BH.Q adjusted P < 0.05).

We then identified the differentially expressed genes (DEGs) between the two organs to define tissue specificity, using both DESeq2^52^ and edgeR^53^ algorithms, with an adjusted p < 0.05 and greater than 2-fold change used as cutoffs. In total, 9,898 DEGs were identified between liver and kidney for the 6 time points. 

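The 4 liver and 4 kidney libraries of each time point were compared over all 21283 genes with edgeR's quasi-likelihood test and with DESeq2's Wald test. A gene counted as a DEG where both tools put it past both thresholds in the same direction. At DD0, 6859 genes did so, 2903 of them higher in liver and 3956 higher in kidney. DD8 had the fewest DEGs, with 2517 higher in liver and 3783 higher in kidney, and DD20 the most, with 2930 and 3999. At DD4, DD12 and DD16, the number of DEGs was 6575, 6712 and 6797. Over the 6 time points, 9920 genes were a DEG at least once, of which 7459 are protein-coding and 1118 are lncRNAs. Dropping the fold change threshold moved this number most, to 15189, and counting edgeR's calls alone gave 10442. For DD0, 1749 of the 21283 genes in the paper's table of Supplementary Data 1 could be set beside these fits, and their log2 fold changes differed from the paper's by at most 5e-05 in either tool. Cry1 was a DEG at all 6 time points and higher in liver each time. Its log2 fold change was lowest at DD8, at 1.09 (standard error 0.22, adjusted p = 0.00194, edgeR with Benjamini-Hochberg adjustment). It was highest at DD0, at 2.28 (standard error 0.11, adjusted p = 8.08e-10 from the same test). These fold changes use TMM normalization, and TPM scales the organs differently. On TPM, Cry1 at DD8 had a mean of 4.94 ± 0.72 in liver and 4.49 ± 1.38 in kidney (SD, n = 4). How many DEGs, and in which direction, would be called with the organs scaled as in TPM was not tested. Among DEGs at all 6 time points with at least 10 counts in every library of the higher organ, the highest mean log2 fold changes toward kidney were those of Umod, Slc22a6 and Kap. Umod (ENSMUSG00000030963; chromosome 7, 119462711 to 119479282) had 113050 to 241190 counts in the kidney libraries and 0 to 254 in the liver libraries. Slc22a6 (chromosome 19, 8618039 to 8628299) had 31002 to 68559 and 0 to 64, and Kap (chromosome 6, 133849851 to 133853762) 251168 to 623448 and 0 to 651. Whether the liver counts of these 3 genes come from liver transcripts alone is uncertain, as they rose and fell with those of other kidney-high genes. Toward liver, the highest were Mup17, Mup15 and Mup14, with a mean TPM of 13000, 1937 and 1034 in liver and 7.82, 1.62 and 0.769 in kidney. These 3 genes belong to a family of near-identical copies on chromosome 4, so how reads were divided among them is uncertain.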

Strikingly, only 44% (4,454 genes) of these DEGs were defined as DEGs across all 6 time points, suggesting that most DEGs are time-dependent. 

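Of the 9920 DEGs, 4464 were called at every time point, a share of 45.0% (Wilson 95% confidence interval 44.0 to 46.0%). Of these, 1802 were higher in liver and 2662 higher in kidney. The other 5456 DEGs were called at exactly 1 time point (2092 genes), 2 (1073), 3 (808), 4 (689) or 5 (794). Among those 5456 genes there were 19348 combinations of gene and time point without a call. In 90.8% of these combinations, the log2 fold change had the sign it had where the gene was called. It also exceeded 0.5 in size in 71.7% of them, and in 38.1% edgeR's Benjamini-Hochberg adjusted p was under 0.05 with the same sign. Among the alternatives that used every library, testing only genes that pass edgeR's filterByExpr moved the share called at every time point most, to 47.7%. It lay between 41.3% (without replicate 4) and 46.2% (without replicate 2) when one replicate number was left out.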

To further assess the prevalence of common DEGs, we conducted a permutation test across all the samples. On average, 47% of genes were found to be differentially expressed at all time points under randomization experiments. Therefore, the observed value of 44% is slightly lower than expected by chance. These differences of gene expression profiles between liver and kidney reflect the temporal organization of the transcriptome.

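The time labels of the 24 libraries of each organ were shuffled within the organ 40 times, and the 6 comparisons between liver and kidney were repeated each time with edgeR's calls alone. Each shuffled comparison therefore holds 4 libraries per organ drawn from several real time points. The share of DEGs called at all 6 comparisons averaged 46.1% (SD 2.49, 40 shuffles), with a range from 39.2 to 50.2%. With the real labels and the same calls it was 43.8%, within the range of the shuffles. In 7 of the 40 shuffles the share was at least as low, so that 0.195 of all orders, the real one included, gave such a share (one-sided permutation). The number of DEGs called at 1 to 5 time points was 5873 with the real labels and had a median of 5354 over the shuffles (4696 to 6924); 6 shuffles reached the real number. Called at any time point were 10442 genes with the real labels and a median of 9988 with shuffled ones.

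**Figure D3:**
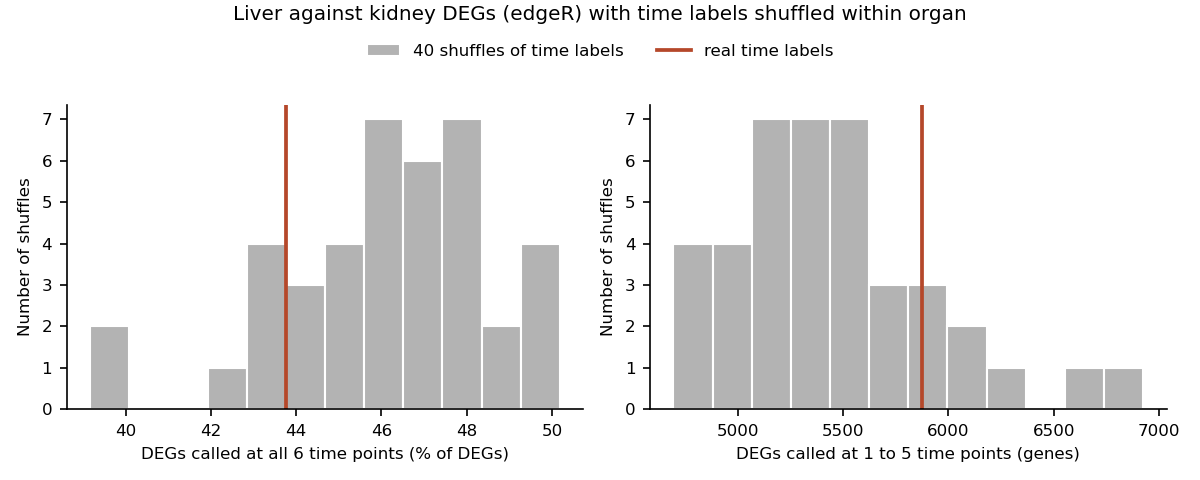
Number of shuffles (y axis) by the share of DEGs called at all 6 time points in percent (left, x axis) and by the number of DEGs called at 1 to 5 time points (right, x axis), for 40 shuffles of the time labels within each organ (grey) with edgeR's calls. The red lines mark the real labels, at 43.8% and 5873 genes, inside both distributions.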

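Whether the difference between the organs changed with time was tested for each gene in one edgeR model of the 12 organ-and-time groups over all 48 libraries, with a quasi-likelihood F test on 5 degrees of freedom. Of the 21283 genes, 1259 (5.92%) had a Benjamini-Hochberg adjusted p under 0.05 in this edgeR test, and 4002 had an unadjusted p under 0.05. The share was 9.86% (440 genes) among DEGs called at all 6 time points and 9.35% (510 genes) among DEGs called at 1 to 5. Of the 1259 genes, 60.5% were rhythmic in liver or kidney. Leaving out one replicate number moved the count most, to 300 genes without replicate 1, 467 without replicate 2 and 685 without replicate 3, while 1266 were called without replicate 4. For 16 DEGs the direction itself changed, with a call toward liver at one time point and toward kidney at another, and 12 of them were among the 1259 genes. These directions rest on TMM normalization, and TPM scales the organs differently. How many of the 16 would change direction with the organs scaled as in TPM was not tested. Per1 (ENSMUSG00000020893) was lower in liver at DD0, with a log2 fold change of -1.78 (standard error 0.20, edgeR adjusted p = 3.94e-06, Benjamini-Hochberg), and at DD20 the fold change was 0.43 (standard error 0.25, adjusted p = 0.191 from the same test). Its adjusted p in the test across time points was 3.08e-06 (edgeR, Benjamini-Hochberg). For Npas2 the log2 fold change was 0.30 at DD4 (standard error 0.23) and -3.73 at DD16 (standard error 0.41), with an adjusted p across time points of 1.88e-08 (edgeR, Benjamini-Hochberg). From the share of DEGs common to all time points and its comparison with randomized samples, the paper concludes that the organ differences reflect a temporal organization of the transcriptome.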

To assess the effect of circadian regulation on these DEGs, we further classified them into genes that are potentially affected by the circadian regulation and those that are not. The first category, circadian-affected DEGs, includes genes that are cyclic expressed in either liver or kidney with a 24-hour period, as well as genes that could be bound by the core circadian transcriptional factors (BMAL1, CLOCK, PERs, CRYs)^14^. The remaining DEGs can be divided into two categories: 1) constitutive DEGs, which are differentially expressed across all time points but are not affected by circadian regulation, and 2) temporal DEGs, which are differentially expressed in some time points but are not circadian-affected DEGs. 

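The binding data for the core circadian transcription factors were not used here, so DEGs were divided by rhythm alone. By the JTK test on TPM, 1716 of the DEGs (17.3%, Wilson 95% confidence interval 16.6 to 18.1%) were rhythmic in liver or kidney. Another 3667 (37.0%, 36.0 to 37.9%) were called at all 6 time points and were not rhythmic, and 4537 (45.7%, 44.8 to 46.7%) were called at 1 to 5 time points and were not rhythmic. Of the rhythmic DEGs, 797 were called at all 6 time points. Among the genes that entered the rhythm test, 23.5% of 7310 DEGs were rhythmic, against 18.9% of 8338 other genes (odds ratio 1.31, two-sided Fisher's exact test, p = 4.46e-12). Since only genes above 0 in all 48 libraries could be called rhythmic, 72.7% of the constitutive and 64.6% of the temporal DEGs had been tested for rhythm. The organ difference changed with time, by the edgeR test across time points with Benjamini-Hochberg adjustment, in 33.3% of the rhythmic, 5.95% of the constitutive and 3.55% of the temporal DEGs. Harmonic regression in place of JTK moved the classes most among the alternatives that used every library, to 2896 rhythmic, 3040 constitutive and 3984 temporal DEGs. With one replicate number left out, between 699 (without replicate 1) and 998 (without replicate 4) DEGs were rhythmic.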

We discovered that 35% (3,418) of DEGs are circadian-affected DEGs, while only 28% (2,775) of them are constitutive DEGs, demonstrating a larger contribution of circadian regulation to DEGs than expected (Fig. 2a and Supplementary Data 1).

**Fig. 2:**
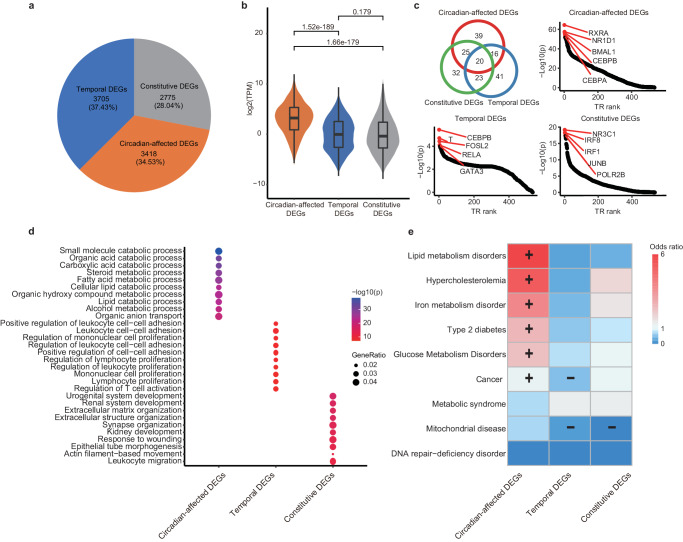
Temporal organization of differentially expressed genes (DEGs) between liver and kidney. **a** The pie chart displays the proportion and number of three classes of differentially expressed genes (DEGs). Among all DEGs, 35% are circadian-affected, 28% are constitutive, and 35% are temporal DEGs. **b** Expression abundance comparison among the three classes of DEGs. P-values were determined by Wilcoxon rank sum test. Error bars are the 95% confidence interval, the bottom and top of the box are the 25th and 75th percentiles in boxplot. **c** Differential transcription factors (TFs) potentially binding to distinct DEGs. Top TFs are indicated in each panel. The Venn diagram shows the number of TFs identified in overlap. **d** Functional annotation of the three DEG classes. Circadian-affected DEGs are enriched in metabolic functions, while other DEGs are associated with distinct biological pathways. Both enrichment odds ratio and significant level (P) are displayed. **e** Enrichment analysis of metabolic diseases for circadian-affected, constitutive, and temporal DEGs. + indicates significantly overrepresented, and - indicates significantly underrepresented. Different colors indicate odds ratios.

Noncoding RNAs are transcribed widely throughout the genome, and exhibit oscillation signatures and high tissue-specificity. Long noncoding RNAs (lncRNAs) are a particularly noteworthy class, but their regulatory role in circadian rhythms remains incompletely understood^54^. We examined if and to what extend differentially expressed noncoding genes are temporally organized. We identified 161 rhythmic lncRNA transcripts among the 2273 expressed lncRNAs in liver and kidney. 

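Among the 966 lncRNAs with a count above 0 in all 48 libraries, 97 were rhythmic in liver or kidney, 83 of them in liver and 27 in kidney. Their share was 10.0% (Wilson 95% confidence interval 8.30 to 12.1%). Among protein-coding genes, 3113 were rhythmic in either organ, or 23.6% (22.9 to 24.4%), which gave an odds ratio of 0.361 (two-sided Fisher's exact test, p = 5.54e-26). The lncRNAs had a median of 36.0 counts per library and the protein-coding genes 818. Protein-coding genes drawn to match the lncRNAs in mean counts were rhythmic in 12.1% of cases (95% of 1000 draws between 10.1 and 14.1%). Harmonic regression raised the number of rhythmic lncRNAs to 220, or 22.8% against 37.9% of protein-coding genes. With all genes of the table tested, a setting chosen after seeing the data, 120 of the 2262 lncRNAs were rhythmic, or 5.31% against 18.8%. Between 33 (without replicate 3) and 58 (without replicate 2) lncRNAs were rhythmic when one replicate number was left out.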

The proportion of rhythmic lncRNAs (7.1%) is lower than that of protein-coding genes (24.6%), consistent with previous observations^35^. We focused on two classes of non-coding RNAs interested: bi-promoter transcripts and antisense transcripts (Pelechano and Steinmetz, 2013). We estimated their differential expression signatures and identified 523 differentially expressed antisense transcripts and 181 differentially expressed bidirectional transcripts. 

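A lncRNA counted as antisense where it overlaps a protein-coding gene on the opposite strand, and as bidirectional where it overlaps none and starts within 1 kb of the start of a divergent protein-coding gene. By these definitions the table holds 1069 antisense and 271 bidirectional lncRNAs; the authors' counting used the strand of the reads. Of these, 520 antisense and 126 bidirectional lncRNAs were DEGs at one or more time points. Constitutive DEGs made up 168 of the antisense transcripts (32.3%, Wilson 95% confidence interval 28.4 to 36.4%) and 27 of the bidirectional transcripts (21.4%, 15.2 to 29.4%). Genes passing edgeR's filterByExpr gave 391 antisense and 99 bidirectional DEGs, of which 33.5% (131) and 22.2% (22) were constitutive. By the biotypes of the annotation, a definition chosen after seeing the data, 393 antisense and 64 bidirectional promoter lncRNAs were DEGs. By these biotypes, 33.3% of the antisense and 29.7% of the bidirectional DEGs were constitutive. A distance of 2 kb in place of 1 kb gave 134 bidirectional DEGs.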

In both categories, the proportion of constitutive differentially expressed noncoding transcripts is less than one-third of all differentially expressed noncoding transcripts (Fig. S6a, S6b). Thus, the majority of tissue specificity defined by noncoding RNAs also follow a time dependent manner.

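Temporal DEGs made up 321 of the antisense transcripts (61.7%, Wilson 95% confidence interval 57.5 to 65.8%) and 93 of the bidirectional transcripts (73.8%, 65.5 to 80.7%). Rhythmic DEGs made up 31 (5.96%) and 6 (4.76%). Over all 1118 differentially expressed lncRNAs, 745 were temporal, 313 constitutive and 60 rhythmic. With one replicate number left out, between 10 (without replicate 3) and 20 (without replicate 2) antisense transcripts were rhythmic DEGs, and 0 to 2 bidirectional ones.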

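Rhythmic lncRNAs were paired with each protein-coding gene within 50 kb that was rhythmic in the same organ, which gave 72 pairs of 50 lncRNAs, 67 pairs in liver and 5 in kidney. Across these pairs of genes, which are not independent replicates, the JTK phases had a Pearson's r of 0.355 (permutation p = 0.00216, 100000 resamples) and a Spearman's rho of 0.281 (permutation p = 0.0170). Such correlations take the phases as hours on a line, so phases at DD20 and DD0 count as far apart. In 80.6% of the pairs the phases lay within 4 h of each other, against 64.7% on average when the phases were shuffled among pairs (upper limit of 95% of the shuffles, 73.6%). Overlapping genes made up 20 of the pairs, with r = 0.169 (permutation p = 0.519), and the 52 pairs that do not overlap had r = 0.404 (permutation p = 0.00323). In liver alone r was 0.433 (permutation p = 0.00025), and in kidney -0.206 over 5 pairs (permutation p = 0.734). The setting changed the size of the correlation. With phases from TMM-normalized CPM, r was 0.147 over 91 pairs (permutation p = 0.169), and 69.2% of those pairs lay within 4 h against 50.8% when shuffled. With harmonic regression, r was 0.180 over 223 pairs (permutation p = 0.00708), and 52.0% lay within 4 h against 33.7% when shuffled. With periods of 20, 24 and 28 h, r was 0.790 over 26 pairs (permutation p = 1e-05, the smallest these permutations can give). With one replicate number left out, r lay between 0.448 (26 pairs, without replicate 2) and 0.877 (15 pairs, without replicate 3).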

The phase of rhythmical lncRNAs is close to that of their neighboring protein-coding genes, with the majority having phase differences of less than four hours (R = 0.42, P = 0.00048, Fig. S6c). This suggests that the oscillation of lncRNAs is coordinated with that of neighboring protein-coding genes, possibly because of chromatin remodeling. This is also evidenced by the observation that the location of cycling non-coding transcripts is co-clustered with cycling coding transcripts on the chromosome (Fig. S6d).

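In liver, 46 of 79 rhythmic lncRNAs (58.2%) had a rhythmic protein-coding gene within 50 kb, against 335 of 824 lncRNAs that were not rhythmic (40.7%; odds ratio 2.04, two-sided Fisher's exact test, p = 0.00284). Both counts cover lncRNAs with a tested protein-coding gene within that distance. In kidney, the numbers were 5 of 25 (20.0%) and 104 of 878 (11.8%), an odds ratio of 1.86 (two-sided Fisher's exact test, p = 0.212); whether the organs differ was not tested. The kidney result passed 0.05 with harmonic regression (odds ratio 2.25, p = 0.000598, Fisher's exact test) and without replicate 1, where 2 of 9 rhythmic lncRNAs had such a neighbour (odds ratio 11.9, p = 0.0200, Fisher's exact test). With one replicate number left out, the liver odds ratio lay between 1.65 (without replicate 2) and 3.75 (without replicate 3). The liver result passed 0.05 in this test without replicate 3 and did not pass without replicate 1 (p = 0.132), replicate 2 (p = 0.108) or replicate 4 (p = 0.107), by Fisher's exact test.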

### Circadian-affected DEGs exhibit distinct functions compared to other DEGs

We discovered several key differences between circadian-affected DEGs and other DEGs. Circadian-affected DEGs typically have elevated transcription levels than other two groups of DEGs (median TPM expression level = 9.39 vs. 0.77, P < 2.2 x 10^−16^, Fig. 2b), but no differences in expression level were detected between constitutive DEGs and temporal DEGs (median TPM expression level = 0.77 vs. 0.98, P = 0.18, Fig. 2b). Moreover, differences in the expression levels of the three types of DEGs were observed to persist in the calorie-restricted mice, as illustrated in Figure S7a. 

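The mean TPM over the 48 libraries had a median of 14.4 over the 1716 rhythmic DEGs (quartiles 4.88 and 40.6) and of 2.63 over the 8189 other annotated DEGs (0.604 and 14.4). A two-sided Wilcoxon rank-sum test across genes, which are not independent replicates, gave p = 4.3e-159 (n = 1716 and n = 8189 genes). The median was 5.73 over constitutive DEGs (n = 3663) and 1.29 over temporal DEGs (n = 4526), with p = 3.45e-176 in the same test. Since only genes above 0 in all 48 libraries entered the rhythm test, the comparison was repeated within those genes. There, other DEGs had a median of 5.88 (n = 5594; p = 7.49e-53 against the rhythmic ones), and constitutive and temporal DEGs had medians of 9.47 (n = 2664) and 3.70 (n = 2930; p = 5.12e-66). In CPM, the medians were 23.6 for rhythmic, 7.04 for constitutive and 0.727 for temporal DEGs. With one replicate number left out, the TPM medians were higher and kept their order. They ran from 7.71 (without replicate 4) to 8.12 (without replicate 2) over constitutive DEGs. Over temporal DEGs they ran from 1.86 (without replicate 1) to 2.38 (without replicate 3), and over rhythmic DEGs from 16.2 (without replicate 2) to 19.4 (without replicate 1). The difference between constitutive and temporal DEGs was smallest for the mean TPM over the 24 liver libraries, a setting chosen after seeing the data, with medians of 1.17 and 0.736 (n = 3663 and n = 4526; p = 3.04e-12 in the same test).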

Similar to the protein-coding genes, circadian affected DE noncoding genes also have higher expression level than other DE noncoding transcripts (median TPM expression level = 0.85 vs. 0.42, P = 1.7 x 10^−08^, Figure S6e). 

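Among differentially expressed lncRNAs, the mean TPM had a median of 2.58 over the 60 rhythmic ones (quartiles 1.30 and 6.49) and of 0.70 over the 1058 others (0.320 and 1.66). A two-sided Wilcoxon rank-sum test across genes, which are not independent replicates, gave p = 3.52e-12 (n = 60 and n = 1058). Constitutive lncRNAs had a median of 1.27 (n = 313) and temporal lncRNAs of 0.567 (n = 745; p = 1.56e-24 in this test). The medians of the rhythmic lncRNAs rose to 4.78 (27 genes) without replicate 1 and 4.14 (24 genes) without replicate 3, where fewer lncRNAs were called.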

We also found that these three groups of genes are regulated by different transcription factors (Fig. 2c), with only 20 common TFs shared among the top 100 TFs (Supplementary Data 2). This implies a significant difference in the transcriptional regulatory structure of the three groups of genes. Circadian-affected DEGs were predicted to be regulated by a various circadian core clocks, including *RXRA*, *NR1D1*, *BMAL1*, and transcription factors such as *CEBPA* and *CEBPB*^55^, which are involved in liver metabolic processes. *CEBPB* is also the top regulator of temporal DEGs, which are also controlled by some general transcription factors involved in cell growth and replication, such as *FOSL2* and *RELA*. In contrast, *IRF1* and *IRF8* with immune function were involved in the regulation of constitutive DEGs^56–58^. Finally, in combination with recently released long-read sequencing data for the liver^59^, our analysis identified 59 Circadian-affected DEGs that are potentially fusion genes in cancer tissue, a significantly higher number than expected (R = 1.48, p = 0.0093, Fisher’s exact test). These fusion events tend to occur more frequently in the 5’ region than in the 3’ region, as shown in supplemental Fig. S8.

Interestingly, the three types of DEGs function in biological processes. GO functional enrichment results indicated that circadian-affected DEGs are extensively involved in liver-specific metabolic processes such as fatty acid and alcohol metabolism. Similar results were obtained by the KEGG analysis (Fig. S9). Temporal DEGs, on the other hand, play a significant role in immune cell proliferation and intercellular communication, while constitutive DEGs are linked to kidney functions such as urogenital system development. Furthermore, genes involved in cell movement, including leukocyte migration and actin filament-based movement, are also well-represented among constitutive DEGs and Temporal DEGs (Fig. 2d, Supplementary Data 3). The immune-related gene expression signatures observed in the temporal set were predominantly associated with immune cells, rather than the kidney or liver cells themselves. GO functional enrichment results of circadian genes in caloric restriction were found to be similar to those of circadian-affected DEGs, rather than other DEGs, as depicted in Figure S7b. Next, we investigated whether these three types of DEGs display different patterns by examining datasets for metabolism-related diseases and cancer^60^. 

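The 9 gene sets of Supplementary Data 4 were tested against the 13172 protein-coding genes with a count above 0 in all 48 libraries, of which 1617 were rhythmic DEGs. The human symbols of these sets were matched to mouse symbols by their letters alone, so genes with another name in mouse were left out. Each set was tested with each of the 3 DEG classes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 27 tests. No set passed an adjusted p of 0.05 for rhythmic DEGs, and at unadjusted p under 0.05 the sets were glucose metabolism disorders and hypercholesterolemia. For glucose metabolism disorders, 31 of 151 genes were rhythmic DEGs, with an odds ratio of 1.86 (p = 0.00376, adjusted p = 0.0508 by Benjamini-Hochberg, Fisher's exact test). It passed with DEGs from edgeR alone (adjusted p = 0.0356) and with all genes of the table as the background (0.0449), and over the other alternatives its adjusted p ran up to 0.602 (without replicate 3), by the same test and adjustment. For hypercholesterolemia, 5 of 17 genes were rhythmic DEGs (odds ratio 2.98, p = 0.0484, adjusted p = 0.228, Fisher's exact test with Benjamini-Hochberg adjustment), and the set passed when replicate 4 was left out (adjusted p = 0.0470, same test and adjustment). For type 2 diabetes, 14 of 77 genes were rhythmic DEGs (odds ratio 1.59, p = 0.117, adjusted p = 0.451, Fisher's exact test with the same adjustment).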

The circadian-affected DEGs were highly enriched in metabolic disorders such as hypercholesterolemia and type 2 diabetes, consistent with their biological functions. Conversely, constitutive DEGs exhibited only weak enrichment in these diseases, while temporal DEGs did not show any clear trend (Fig. 2e, Supplementary Data 4). 

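For constitutive DEGs, of which 2438 were in the background, the odds ratio was 1.35 for hypercholesterolemia (p = 0.538, Fisher's exact test) and 1.45 for type 2 diabetes (p = 0.184). For glucose metabolism disorders it was 1.54 (p = 0.0263, adjusted p = 0.228, Fisher's exact test with Benjamini-Hochberg adjustment); this set passed in each of the 4 fits that left out one replicate number, with adjusted p-values from 0.00129 (without replicate 3) to 0.0259 (without replicate 2). Mitochondrial disease was depleted among constitutive DEGs, with 2 of 58 genes (odds ratio 0.157, adjusted p = 0.0292, same test and adjustment), a call that was lost with DESeq2's calls alone, with genes passing filterByExpr and with harmonic regression (adjusted p = 0.0818, 0.0807 and 0.120, same test and adjustment). For the 2142 temporal DEGs, adjusted p-values by Benjamini-Hochberg over Fisher's exact tests ran from 0.496 upward, and no set had an unadjusted p under 0.05. Odds ratios of temporal DEGs lay between 0.485 (mitochondrial disease) and 1.21 (metabolic syndrome) over the 8 sets with a gene in the class.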

In summary, our findings demonstrate that the three DEGs have distinct transcriptional regulatory mechanisms, biological functions, and disease tendencies.

### Aging and longevity genes are enriched among the circadian-affected DEGs

Aging and longevity processes have been shown to be closely linked with circadian regulation^3,10,12^. Therefore, we quantified the relationship between circadian-affected DEGs and aging & longevity genes at the genome-scale. Initially, we focused on the genes that exhibit aging-related expression changes in different cell types, which were identified using the Tabula Muris Senis single-cell dataset^61^. We used the Fisher’s exact test to analyze the association between aging and longevity genes with circadian-affected DEGs. The genes expressed in the sample were used as the total gene set, and the aging and longevity genes were required to be expressed in the sample. The circadian-affected DEGs are enriched in cell-type-specific aging changes when compared to the constitutive DEG and the temporal DEGs (Fig. 3a). This result was validated in two additional independent aging and longevity gene collections - LongvityMap database^62^, and GeneAge database (Fig. 3a, Supplementary Data 5).

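The aging gene lists of Supplementary Data 5 derived from single cells were tested against the 15648 annotated genes with a count above 0 in all 48 libraries, by two-sided Fisher's exact tests. With the longevity collections, the 6 lists and 3 DEG classes gave 18 tests, over which Benjamini-Hochberg adjustment was made. Of the 125 genes in the liver-specific droplet list, 15 were rhythmic DEGs (odds ratio 1.11, adjusted p = 0.706), 46 constitutive DEGs (2.87, adjusted p = 9.8e-07) and 22 temporal DEGs (0.927, adjusted p = 0.819), by Fisher's exact test with Benjamini-Hochberg adjustment. Of the 58 genes in the liver-specific FACS list, 11 were rhythmic, 16 constitutive and 6 temporal DEGs, with odds ratios of 1.91, 1.86 and 0.50. The unadjusted p-values of that list were 0.0579, 0.0515 and 0.127 (Fisher's exact test). The rhythmic result had an adjusted p of 0.0192 with all genes of the table as the background and 0.0354 without replicate 4, and 0.0516 to 0.181 in the other alternatives (Fisher's exact test with Benjamini-Hochberg adjustment). The constitutive result passed with that background (adjusted p = 0.0192), without replicate 2 (0.0249) and without replicate 4 (0.0455), by the same test and adjustment. For the list shared by organs in the FACS data, the odds ratio was 0.789 for rhythmic and 0.644 for constitutive DEGs (unadjusted p = 0.274 and 0.0100, Fisher's exact test). The depletion among constitutive DEGs passed after adjustment (adjusted p = 0.0308, Fisher's exact test with Benjamini-Hochberg adjustment). It was lost with DESeq2's calls alone (adjusted p = 0.0610) and with genes passing filterByExpr (0.0540), by the same test and adjustment. For the list shared by organs in the droplet data, 20 of 52 genes were temporal DEGs (odds ratio 2.73, adjusted p = 0.00572, Fisher's exact test with Benjamini-Hochberg adjustment).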

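Of the 184 LongvityMap genes in the background, 30 were rhythmic DEGs (odds ratio 1.59, p = 0.0240, adjusted p = 0.0616), 61 constitutive DEGs (2.45, adjusted p = 9.8e-07) and 19 temporal DEGs (0.497, adjusted p = 0.0102), by Fisher's exact test with Benjamini-Hochberg adjustment. The rhythmic result passed 0.05 with harmonic regression, with all genes of the table as the background and without replicate 2, and its adjusted p over all alternatives ran from 0.00655 to 0.654 (Fisher's exact test with Benjamini-Hochberg adjustment). It also passed with JTK on TMM-normalized CPM, a setting chosen after seeing the data. The temporal depletion was lost without replicate 1, replicate 2 or replicate 3 (adjusted p = 0.159, 0.115 and 0.0798, same test and adjustment). Of the 260 GeneAge genes, 31 were rhythmic DEGs (odds ratio 1.10, p = 0.616), 40 constitutive DEGs (0.884, p = 0.56) and 33 temporal DEGs (0.627, p = 0.0103), by Fisher's exact test. The depletion of GeneAge genes among temporal DEGs had an adjusted p of 0.0308 (Fisher's exact test, Benjamini-Hochberg) and was lost in each of the 4 fits that left out one replicate number (adjusted p from 0.0874 to 0.189) and with genes passing filterByExpr (0.0540), by the same test and adjustment.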

**Fig. 3:**
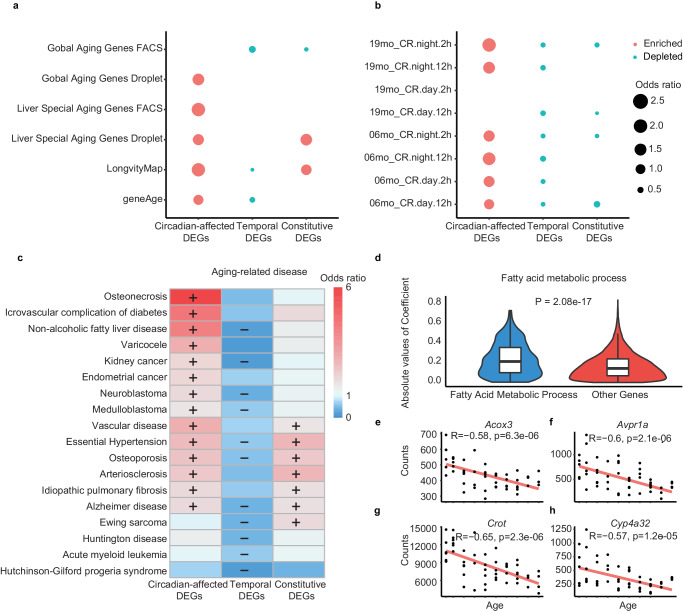
Relationship between circadian-affected DEGs and aging and longevity genes. **a** Enrichment analysis of three types of DEGs with aging and longevity genes. The “enriched” and “depleted” relationships are shown in red and blue, respectively. The odds ratio is indicated by the size of the circle. Fisher’s exact test was used for enrichment analysis, and the total gene set was the genes expressed in all samples. **b** Enrichment analysis of three types of DEGs with genes that oscillate in response to calorie and time restriction. Eight different intervention protocols were included: 06mo_CR.night.2 h, 06mo_CR.night.12 h, 06mo_CR.day.2 h, 06mo_CR.day.12 h, 19mo_CR.night.2 h, 19mo_CR.night.12 h, 19mo_CR.day.2 h, and 19mo_CR.day.12 h. Fisher’s exact test was used for enrichment analysis, and the total gene set was the genes expressed in all samples. **c** Functional enrichment analysis of aging-related diseases for circadian-affected DEGs, constitutive DEGs, and temporal DEGs. The enriched and depleted relationships are shown in red and blue, respectively. The odds ratio is illustrated by different colors. Fisher’s exact test was used for enrichment analysis, and the total gene set was the genes expressed in all samples. **d** Comparison of correlation coefficients between fatty acid metabolic genes and other genes with age. Error bars are the 95% confidence interval in boxplot. **e**–**h** Scatter plots showing the correlation between the expression levels of four circadian-affected DEGs (*Acox3*, *Avpr1a*, *Crot*, and *Cyp4a32*) and age. The Pearson correlation coefficient was used to calculate the correlation coefficient.

As calorie restriction with aligned circadian phase can significantly promote longevity in mice^31^, we further focused on the genes that show circadian signals under both caloric and time restriction condition, where the oscillation is susceptible to these restrictions. We found that circadian-affected DEGs are significantly enriched in caloric & time restriction related circadian genes, whereas other DEGs are depleted in those conditions (Fig. 3b, Supplementary Data 6). Similar results were observed when we explored the reorganized liver circadian transcriptome of both young and old mice subjected to caloric restriction condition (Figure S10, P < 2.2 x 10^−16^ in all comparisons)^63^. Then we conducted a comparison of the fold change of genes among the three types of DEGs during caloric restriction (CR) and ad libitum feeding (AL). The findings revealed that only circadian-affected DEGs exhibited a significantly lower fold change compared to other genes (P = 0.0053), as illustrated in Figure S11a. These results suggest that tissues affected by circadian-driven specificity are involved in the aging process and are influenced by caloric restriction. Furthermore, we selected aging marker genes previously reported to be associated with oxidative stress effects and aging, and intersected them with liver tissue-specific genes to identify liver tissue-specific aging genes. Under caloric restriction, the expression of most of these genes exhibited a significant decrease in both mice, as depicted in Figure S11b. These results strongly indicate that the set of circadian affected DEGs is enriched for genes with functions potentially beneficial for lifespan extension^25,31^.

We found that Circadian-affected DEGs were enriched in various age-related diseases, as annotated by human genetic disease database^9^ (Fig. 3c). One of the top aging diseases that we identified was Nonalcoholic fatty liver disease, a common disease in elderly people^64^. Other diseases involving basal metabolic dysfunction, such as Osteonecrosis and cardiovascular complication of diabetes, were also significantly enriched in these DEGs. Interestingly, temporal DEGs exhibited the opposite trend, with diseases such as Arteriosclerosis being heavily depleted. By comparing the Spearman correlation coefficients between their expression level and age, it was found the correlation coefficients of fatty acid metabolic genes are significantly higher than those of other genes (Absolute values of Spearman: 0.21 vs. 0.14, *P* < 2.2 x 10^−16^, Fig. 3d). The expression of many genes in this function is anticorrelated with age, including *Acox3*, *Avpr1a*, *Crot* and *Cyp4a32* (Fig. 3e-h). The decreased expression of the four genes during aging may be related to weakened fatty liver metabolism and impaired liver function in elderly individuals.

### Circadian-affected DEGs are highly expressed in hepatocytes

Tissue-specificity may arise from tissue-specific cell types, given that most genes specifically expressed in a tissue are enriched in certain cell types^65^. At the single-cell level, both hepatocyte and other cells in the liver are under the control of the circadian clock^66^. To investigate the cell-type origin of the circadian tissue specificity in the liver, we compared the cell-type marker genes in each cell population^66^. In total, 2,587 cell-type marker genes were identified in 10 cell types, ranging from 150 to 600 genes per cell type (Fig. 4a). In hepatocyte cells, ~40% of cell markers were circadian-affected DEGs, while in other cell types (*e.g*., Chol and EC), only ~20% cell markers were circadian-affected DEGs (Fig. 4a). Cell marker genes tend to be circadian-affected DEGs in 4 out of 10 liver cell types (*P* < 2.2 x 10^−16^, Fig. 4b). Through analysis in the Cistrome DB database combined with large-scale CHIP-Seq data, we discovered that hepatocyte cells markers potentially bind with circadian core transcription factors such as CLOCK, BMAL1, CRY1, CRY2, while other cell types markers are more divergent (Figure S12). In addition, the circadian genes under both caloric and time restriction condition are mostly enriched in the four major hepatocyte cells (Odds ratio > 3 for all of them, P < 2.2 x 10^−16^), indicating that hepatocytes actively participate in the circadian oscillation of gene expression under metabolic restructuring^55^.

**Fig. 4:**
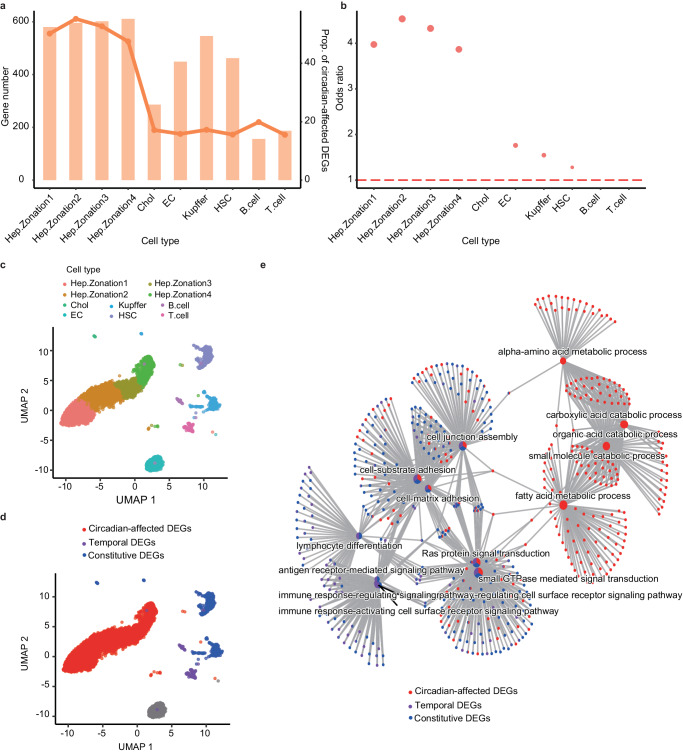
Cell-type specific analysis of circadian-affected DEGs. **a** The histogram shows the number of marker genes for different cell types, and the broken line represents the proportion of circadian-affected DEGs among the marker genes. **b** Enrichment of circadian-affected DEGs in marker genes for different cell types. **c** UMAP plot visualizing liver cell clusters based on single-cell transcriptomes. **d** UMAP plot visualizing the enrichment of the three classes of DEGs. The different colors indicate the cell types enriched by different classes of DEGs, while gray indicates no enrichment of any DEG. **e** Functional network annotation of the three classes of DEGs based on enriched cell type marker genes. The dots of different colors represent different classes of DEGs.

The analysis of DEGs and cell marker genes revealed that the circadian-affected DEGs are enriched in hepatocyte cells (Hep Zone1, *P* < 2.2 x 10^−16^; Hep Zone2, *P* < 2.2 x 10^−16^; Hep Zone3, *P* < 2.2 x 10^−16^; Hep Zone4, *P* < 2.2 x 10^−16^), while temporal DEGs are enriched in immune cells (*P* < 0.05), and constitutive DEGs are enriched in other cell types (*P* < 0.01) (Fig. 4c, d). This suggests that immune cells and epithelial cells in the liver may contribute less to the overall tissue specificity. Similarly, the functional annotation of cell-type marker genes indicated that hepatocytes cell markers were involved in metabolic functions, such as fatty acids and amino acids metabolic process, and formed a single cluster, while genes for cell interactions and immune function were shared among cell types to varying degrees (Fig. 4e). These results reveal that the three types of DEGs are derived from different cell types dynamically, suggesting that different cell types contribute to different aspects of the temporal distribution of tissue-specific gene expression.

### Cycling co-expression modules are associated with aging

To understand the modular properties of circadian-affected DEGs, we next conducted the weighted gene co-expression network analysis (WGCNA) on liver circadian transcriptomes across all 24 samples. 

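The network was built from rlog values of the 24 liver libraries for the 11532 genes with a MAD above 0.1, with biweight midcorrelation, an unsigned adjacency at power 14 and topological overlap. In place of a dynamic tree cut, the average-linkage tree was divided at the one height that gave the most clusters of at least 30 genes. This gave 27 clusters, which merged into 12 modules where eigengenes correlated above 0.75. The modules held 4003 genes, the largest 2298 and the smallest 33, and the remaining genes of the network were in none. A signed adjacency moved the number of modules most, to 22 with 9294 genes. With one replicate number left out, there were between 8 (without replicate 4) and 14 modules (without replicate 2 or replicate 3).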

We identified a total of 13 co-expression network modules, with module size ranging from 249 to 5466 genes (Fig. 5a, b, Supplementary Data 7). We then investigated the rhythmicity of eigengene expression in each module (Fig. 5c, d). Our findings were consistent with the previous report^67^, which demonstrated that a significant number of network modules display a rhythmic expression pattern. Specifically, eight out of the 13 modules are cycling modules (black, greenyellow, brown, green, pink, purple, magenta, and red, *P* < 0.001, BHQ method; Fig. 5b), indicating that the gene regulatory network changes dynamically throughout the day.

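The eigengenes were tested for rhythm with the JTK test and Benjamini-Hochberg adjustment over the 12 modules, and 7 modules with 1256 genes were rhythmic. Their adjusted p-values by the exact JTK test with that adjustment ran from 4.17e-08 (451 genes, phase at DD0) to 0.00365 (90 genes, phase at DD12). The other rhythmic modules held 290, 231, 88, 71 and 35 genes, with phases at DD4, DD20, DD12, DD8 and DD16. The module of 2298 genes was not rhythmic (adjusted p = 0.511, exact JTK test with Benjamini-Hochberg adjustment). Without replicate 1, 4 of 11 modules were rhythmic, and without replicate 3, 7 of 14 were.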

**Fig. 5:**
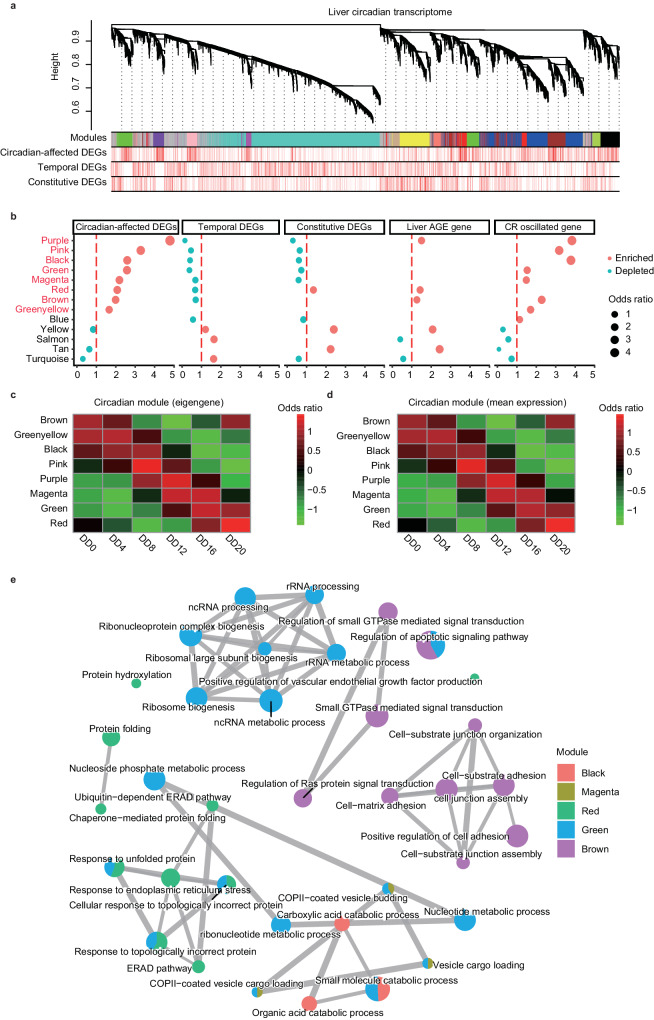
Weighted gene co-expression network analysis (WGCNA) of circadian-affected DEGs. **a** The co-expression network of liver samples visualized using a cluster diagram, with different types of DEGs assigned to the identified modules. **b** Identification of cycling modules with enrichment of circadian-affected DEGs, liver-specific aging genes, and rhythmic genes under caloric and time restriction conditions. The odds ratio is shown on the X-axis, and co-expression modules are shown on the Y-axis. Again, “enriched” is indicated by red dots, while “depleted” is indicated by blue dots. **c** Heatmap of the eight circadian modules ordered by circadian phase, showing module eigengene values. **d** Heatmap of the eight circadian modules ordered by circadian phase, showing averaged expression levels. **e** Functional annotation of the cycling modules, showing their involvement in processes such as response to protein folding, cell junction assembly, rRNA processing, rRNA metabolic processes, and small GTPase-mediated signal transduction.

We then assessed the enrichment of three groups of DEGs in those modules. We found that all eight circadian-expressed modules were enriched with circadian-affected DGEs (Fig. 5b, c). Moreover, the distribution of temporal DEGs and constitutive DEGs in the module was opposite to circadian-affected DEGs, with these genes being significantly depleted in cycling module. Additionally, we found that among these cycling modules, the purple, brown and red modules were also enriched with liver-specific aging-related genes. 

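Rhythmic DEGs made up 533 of the 1256 genes in rhythmic modules (42.4%) and 12.1% of the network, an odds ratio of 8.02 (two-sided Fisher's exact test, p = 3.6e-191). They were enriched in 6 of the 7 rhythmic modules after Benjamini-Hochberg adjustment over 12 modules and 3 classes. The highest odds ratio was 13.2, in the module of 88 genes with a phase at DD12, of which 56 were rhythmic DEGs. In the module of 35 genes, 7 were rhythmic DEGs (odds ratio 1.82, p = 0.187, adjusted p = 0.224 by Benjamini-Hochberg, Fisher's exact test). In the module of 2298 genes that was not rhythmic, 66 were rhythmic DEGs (odds ratio 0.175). DEGs rhythmic in kidney and not in liver made up 19 of the 1256 genes, an odds ratio of 0.766 (p = 0.326, Fisher's exact test), and without replicate 4 these were depleted (odds ratio 0.406, p = 2.18e-06). Without replicate 4 the odds ratio of rhythmic DEGs in rhythmic modules was lowest, at 3.59.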

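Constitutive DEGs made up 10.0% of the genes in rhythmic modules and 20.1% of the network (odds ratio 0.412, two-sided Fisher's exact test, p = 6.53e-24), and were depleted in 5 of the 7 rhythmic modules after Benjamini-Hochberg adjustment. Temporal DEGs made up 6.05% and 24.2% (odds ratio 0.179, p = 6.37e-72, Fisher's exact test), and were depleted in 6 of the 7. By definition, neither class holds a gene called rhythmic, and the same liver libraries gave the liver rhythms and the modules. The depletion of constitutive and temporal DEGs, like the enrichment of rhythmic DEGs, therefore follows in part from the class definitions. Both classes had enriched modules among those that were not rhythmic. Constitutive DEGs were 98 of 274 genes in one (odds ratio 2.27) and 22 of 47 in another (3.53), and temporal DEGs were 46 of 95 genes in one (2.97). In the largest module, which was not rhythmic either, temporal DEGs were 607 of 2298 genes (odds ratio 1.16, adjusted p = 0.00940, Fisher's exact test with Benjamini-Hochberg adjustment).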

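Of the liver-specific aging genes of Supplementary Data 5, 95 genes of the droplet list and 32 of the FACS list were in the network. Neither list was enriched in any of the 7 rhythmic modules after Benjamini-Hochberg adjustment over Fisher's exact tests of 12 modules and both lists, and in these modules no unadjusted p was under 0.05. In the module of 451 genes, 4 genes of the droplet list (odds ratio 1.08) and 3 of the FACS list (2.55, p = 0.128, Fisher's exact test) were found. The droplet list was enriched in modules that were not rhythmic, with 17 genes in the module of 274 (odds ratio 9.48, adjusted p = 1.75e-09, Fisher's exact test with Benjamini-Hochberg adjustment) and 9 in the module of 95 (13.8, adjusted p = 9.36e-07, same test and adjustment).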

Remarkably, 7 of all 8 cycling modules were highly associated with circadian genes under both caloric and time restriction condition (Fig. 5b), indicating the robustness of oscillations of network modules under restricted dietary conditions. This suggests the robustness of oscillations of network modules under different dietary conditions and that aging-related genes also show higher levels of circadian rhythm at the module level in the gene regulatory network.

Functional annotation of these circadian modules uncovered that they were mainly involved in response to protein folding (*P* < 1.99 x 10^−12^), cell junction assembly (*P* < 6.50 x 10^−^^07^), rRNA processing (*P* < 2.2 x 10^−^^10^), rRNA metabolic process (P < 1.37 x 10^−10^) and small GTPase mediated signal transduction (P < 7.08 x 10^−^^08^) (Fig. 5e), which have been reported to be associated with aging and longevity in previous studies^68^. In summary, the results above indicate that the differential genes in different tissues are aggregated in the gene expression network in the form of modules, which show cyclic expression together and are involved in the liver aging process.

### Aging genes are more disrupted in circadian misalignment environments compared with other genes

Circadian disruption is a deleterious condition that can lead to various diseases such as diabetes and cancer. We investigated whether the regulation of aging related genes is more susceptible to disturbance than other genes in the cycling transcriptome in circadian misalignment environments. To address this impact, we collected data on different circadian disruption conditions, such as sleep deprivation and an inverted diet. For both datasets, we utilized JTK_CYCLE to calculated the oscillation amplitude in the experimental and control groups and used the amplitude change between these groups to assess effect size for the examined gene sets. Briefly, we examined six sets of aging-related genes—obtained from the LongvityMap &GeneAge database—and the aging genes obtained from the Tabula Muris Senis single-cell dataset.

As displayed in Fig. 6a, the cycling amplitude of aging-related genes exhibits a significantly larger change than other genes under 10 h acute sleep deprivation condition in the liver (total amplitude difference: 1.14 vs 0.30, *P* < 4.5 x 10^−^^05^, Fig. 6a). Similar results were observed when we performed downsampling to equalize the number of genes between groups (Fig. S13) and a similar trend was also observed in the kidney (total amplitude difference: 2.41 vs 0.71, *P* < 0.05, Fig. 6b). Moreover, we compared essential genes and found that they are less affected by sleep deprivation, exhibiting more robust expression (Fig. S14). These results suggest that the circadian expression of aging-related genes in peripheral organs is susceptible to sleep behavior interference, meaning that sleep deprivation can exert pressure on the rhythmic expression of the circadian-affected DEGs in the aging process.

**Fig. 6:**
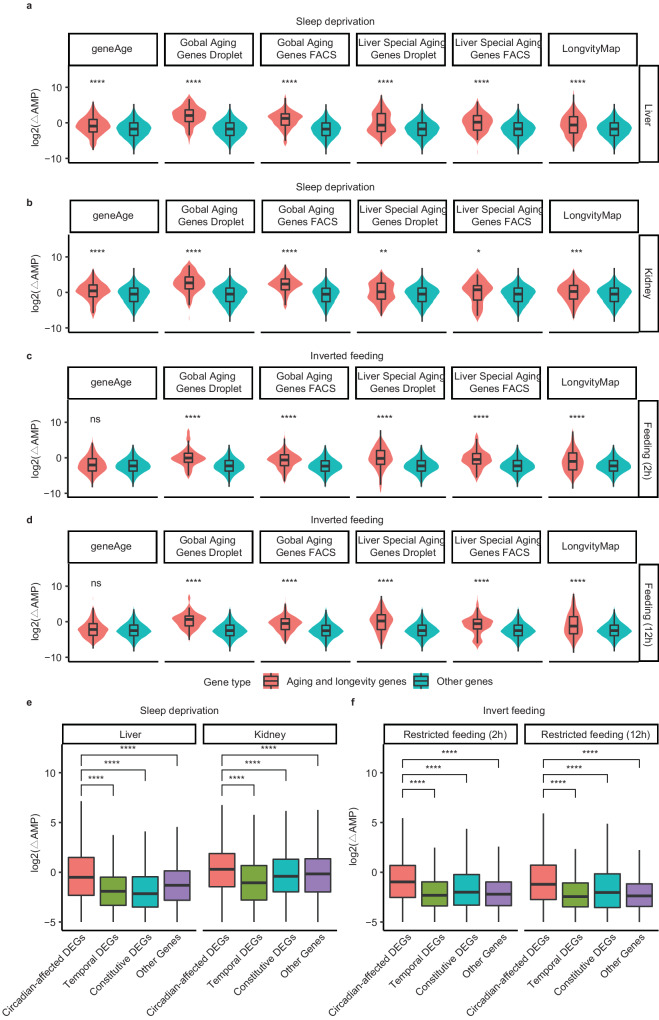
Genes related to aging are disturbed in sleep and diet disruption conditions. **a** A violin plot is used to show the change in circadian amplitude (AMP) of aging and longevity genes in the liver in comparison to other genes during 10 h sleep deprivation. All 6 aging and longevity gene lists are included in the plot. **b** The change in circadian amplitude (AMP) of aging and longevity genes in the kidney is displayed in a violin plot, compared to other genes during 10 h sleep deprivation. All 6 aging and longevity gene lists are included in the plot. **c** A violin plot to compare the change in circadian amplitude (AMP) of aging and longevity genes with that of other genes during a 2 h restricted inverted feeding condition. **d** A violin plot is used to compare the change in circadian amplitude (AMP) of aging and longevity genes with that of other genes during a 12 h restricted inverted feeding condition. **e** A boxplot to compare the changes in circadian AMP for circadian-affected DEGs, constitutive DEGs, temporal DEGs, and other genes during sleep deprivation. **f** A boxplot to compare the changes in circadian AMP for circadian-affected DEGs, constitutive DEGs, temporal DEGs, and other genes during inverted food intake condition. Both conditions exhibit similar trends. Statistical significance is denoted by ***P < 0.001; **P < 0.01; *P < 0.05; and n.s. for non-significant differences. Error bars are the 95% confidence interval, the bottom and top of the box are the 25th and 75th percentiles in boxplot.

In the context of a restricted diet that is known to improve the circadian rhythm of mouse behavior^69–71^, our findings reveal a similar pattern: the circadian amplitude of aging gene expression responds more dramatically to this intervention (total amplitude difference: 0.55 vs 0.19, *P* < 0.05, Fig. 6c, d). This suggests that the change may not be limited to only sleep or diet, but rather a broader molecular mechanism that underlies both and plays a role in the amplitude sensitivity of aging genes. In addition, circadian-affected DEGs had larger amplitude changes in the two organs than the other DEGs and than the non-DEGs (DEGs amplitude difference: 0.81 vs 0.32 vs 0.25, *P* < 2.2 x 10^−16^, Fig. 6e). This is consistent with the results of aging genes, supporting the close relationship between aging genes and DEG. We also noted similar observations in the inverted feeding condition (2 h, or 12 h inverse in adult mice, Fig. 6f)^31^ in the diet disruption condition, which was also validated by analyzing the recently released inverse-feeding peripheral tissues transcriptome dataset^72^ (Fig. S15). Consequently, circadian disruption is closely linked with circadian-affected DEGs and aging genes.

## Discussion

In this study, we explored the temporal distribution of tissue-specific genes and their relationship with circadian regulation. We found that both protein-coding and noncoding genes exhibited strong tissue-specific expression patterns that varied over time. Notably, the tissue specificity affected by circadian regulation differed from other tissue specificities in several important ways, such as high expression level and enriched functional pathways, suggesting that the circadian clock plays a unique role in modulating their gene expression. Furthermore, our analysis revealed that circadian-affected DEGs were enriched in aging and longevity-related pathways, with significant associations to metabolism. Specifically, we observed that these genes were predominantly expressed in hepatocytes within the liver, suggesting that these cells are required in regulating circadian rhythms and metabolic processes. We also found that the circadian co-expression modules containing these circadian-affected DEGs overlapped with the genes that oscillate under caloric and time restriction conditions. This suggests that these genes may play a crucial role in mediating the effects of these interventions on longevity and aging. Given that circadian phase-aligned interventions have been shown to promote longevity^31^, our findings suggest that these circadian-affected tissue-specific genes may represent a profound mechanism for extending lifespan at the molecular level.

Aging is a multifaceted process characterized by tissue-specific changes. During aging, the mammalian tissue transcriptome tends to exhibit similar expression levels, especially in genes specific to certain tissues, which can lead to the loss of tissue identity^7–9^. Additionally, in old mice, the number of genes that exhibit circadian expression patterns decreases, along with a decrease in the amplitude of circadian rhythms^31^, indicating a weakened circadian control of tissue specificity. We found that circadian-affected DEGs were highly enriched in aging-related genes, and also associated with several age-related diseases. Specifically, we investigated Nonalcoholic Fatty Liver Disease, a common condition in elderly individuals, and found that the expression levels of several circadian-affected DEGs were significantly negatively correlated with age, suggesting a possible association with the decline in liver metabolism related to fatty liver and the loss of liver tissue specificity during aging. These findings support that alterations in the circadian system can contribute to the loss of tissue identity during aging.

While previous studies have demonstrated that the size of liver cells and liver mass exhibit circadian oscillations in response to feeding-fasting cycles^73^, and different hepatocyte cell types are affected by the circadian rhythm to varying degrees^66^, the specific cell types that benefit from time-restricted eating remain unknown. Our analysis revealed that the main cell type that benefits from time-restricted eating may be hepatocyte cells, which is consistent with the enrichment analysis results from genes rhythmically expressed under caloric and time-restriction conditions. Interestingly, we also observed slight over-enrichment in other cell types such as EC, Kupffer, and HSC cells, suggesting that the full beneficial cells are complex and involve multiple cell types. Future studies using single-cell sequencing technologies can provide a deeper understanding of the cell-specific contributions of time-restricted eating. Moreover, it would be interesting to identify the molecular pathways and signaling molecules that are involved in this process.

Circadian disturbances have been implicated in a range of health issues, from metabolic disorders to neurodegenerative diseases. In fact, numerous studies have demonstrated a strong association between circadian disruption and various complex diseases, including accelerated aging, cancer, and cardiovascular disease^23,29^. In mice with sleep disturbances, the expression of the PER2 gene in peripheral tissues is altered, resulting in disrupted circadian clock^74^. Similarly, in individuals with inverted timing of food intake, the phase of a large number of genes is changed^72^. Interestingly, for both disturbances, our data indicate that the extents of the changes in circadian amplitude were more pronounced in aging and longevity genes compared to other genes in both of these disturbances. A greater change in circadian amplitude was observed in circadian-affected DEGs compared to other genes. Similarly, the circadian-affected DEGs exhibited the greatest changes in the liver during the aging process. This suggests that the impact of circadian misalignments on aging may be mediated through the effect on circadian-influenced tissue-specific genes.

While our study sheds light on the link between circadian-controlled tissue specificity and aging, there are several limitations to consider. Firstly, we did not differentiate between the three categories of differentially expressed genes (DEGs) in aging tissues, but instead relied on previously published aging circadian transcriptomes to connect circadian-affected DEGs with aging. This method may be restricted since the three classes of DEGs reflect various aspects of tissue specificity. Future studies should distinguish between the three classes of DEGs and explore their relationship with circadian regulation in aging tissues. Secondly, although we investigated several organs in this study, the aging process affects nearly all organs. Therefore, more tissues should be examined in future studies to investigate the role of tissue-specific circadian outputs in the aging process. This could provide a more comprehensive understanding of the intricate relationship between circadian rhythm and aging. Thirdly, our analysis was based on single cells from adult tissues, which may not fully represent the cellular composition of different cell types in aging tissues. Finally, while we have tried our best to minimize the introduction of systematic biases during the integration of multimodal data, it is essential to acknowledge that additional experimental evidence is required to further enhance the robustness of our findings. Despite these limitations, our study provides valuable insights into the connection between circadian-regulated tissue specificity and aging.

Together, our results suggest that the circadian-affected tissue-specificity plays an essential role in the aging process. The enrichment of these genes involved in calorie and time restriction that can delay aging and extend lifespan underscores the importance of tissue-specific circadian regulation in aging and longevity. Our study provides a deeper understanding of the complex relationship between circadian rhythms, tissue-specificity and aging, highlighting the potential for targeted interventions to improve healthspan and lifespan.

## Methods

### Animal preparation and sample collection

The C57/BL6 male mice used in this study were raised in a laboratory with a 12 h light-dark cycle (lights on at 8 a.m. and off at 8 p.m.). After entrainment to this cycle for five days, the mice were transferred to constant darkness (DD) and sacrificed 24 h later. We collected four replicates of liver and kidney every four hours throughout the day, while keeping the mice in constant darkness (DD) and providing free access to food and water. We collected liver and kidney samples from the same mice at each sampling time and immediately put them in liquid nitrogen. All animal experiments were approved by the Animal Care and Use Committee of the Shanghai Institute of Nutrition and Health and were conducted in accordance with institutional guidelines. We have complied with all relevant ethical regulations for animal use.

### Sleep deprivation experiment

The sleep deprivation experiment followed previously reported protocols^75^. We utilized male C57BL/6 mice, aged between 6 and 8 weeks, which were kept in an environment with a 12 h light/dark cycle. Water and food were provided ad libitum. Mice were randomly assigned to either the experimental or control group. The experimental group was subjected to a sleep deprivation instrument, which involved forced locomotion through a slowly rotating drum (40 cm in diameter, 0.4 m per min) while having access to food and water. All mice in experimental group were placed in the sleep deprivation device for 10 h (6:00 AM–4:00 PM) during their normal resting phase while the control animals were undisturbed, because acute sleep deprivation, lasting between 6 and 10 h, can leads to noticeable alterations in mice’s circadian rhythms and significantly affects the rhythmic expression of numerous genes^75–77^. Then we collected two replicates of 4 peripheral circadian tissues (forebrain, cerebellum, liver, kidney) were obtained at next six circadian time (CT) points with an interval of 4 h (CT4, CT8, CT12, CT16, CT20, and CT24).

### RNA-sequencing experiment

We extracted total RNA from tissue samples using Trizol (Invitrogen). After separating the RNA, DNA, and protein layers with chloroform, we precipitated the RNA using a standard isopropanol/ethanol procedure. The resulting RNA pellet was washed, and then resuspended in RNase-free water. We assessed the quantity and quality of the total RNA using the Qubit RNA HS Assay (Life Technologies) and RNA 6000 Nano Assay on a Bioanalyzer 2100 (Agilent). For RNA-seq library construction, we followed the Illumina TruSeq Total RNA stranded protocol. We used 1 μg of total RNA and depleted rRNA using the ribo-zero rRNA gold removal kit. We then chemically fragmented the rRNA-depleted RNA for three minutes and prepared a paired-end 150-bp strand-specific RNA-seq library using the NEB Next Ultra II Directional RNA Library Prep Kit (NEB 7760), following the manual. We performed deep sequencing using the Illumina HiSeq X platform. All our new samples have passed RNA sequencing quality control (RNAseq QC). We deposited all raw sequencing data in the Gene Expression Omnibus for free access accession.

### RNA-sequencing data processing

We used Trim Galore to assess quality and remove adapters from the FastQ files (parameters: --phred33 --length 50 --stringency 3 --paired) (https://github.com/FelixKrueger/TrimGalore, v0.6.4). We aligned the reads to the mouse reference genome (GRCm38, downloaded from GENCODE) using HISAT2 (version 2.1.0)^50^ with parameters -t -p 8 --dta --rna-strandness RF. We extracted high-quality alignment results from BAM files using Samtools (version 1.9)^78^ with parameters view -b -q 60. After alignment, we calculated read counts using featureCounts (version v1.6.4)^79^ with parameters -T 16 -p -s 2. We then created a final list of genes that were expressed (TPM > 0) in all samples.

### Differential gene expression analysis

We used raw counts to calculate differentially expressed genes. Differential expression analysis was performed using both DESeq2 (version 1.26.0)^52^ and EdgeR (version 3.28.1)^53^ between liver and kidney at each time point. We considered a gene to be differentially expressed if the adjusted p-value was less than 0.05 in both DESeq2 and EdgeR, which was selected as the significance cutoff.

### Identification of circadian expressed genes

We used the Jonckheere-Terpstra-Kendall algorithm from the MetaCycle R package (version 1.20)^80^ to identify oscillating genes from the cycling transcriptome. The algorithm was run with TPM as input, and we considered only genes with a Benjamini-Hochberg adjusted p-value of less than 0.05 as confidently circadian expressed genes.

### Identification of genes that oscillate exclusively under both caloric and time restriction condition

To identify circadian genes under caloric restriction conditions, we used the method adopted in the corresponding articles of each dataset to identify circadian rhythm genes. We employed the JTK algorithm from the MetaCycle R package (version 1.20)^80^ with a p-value cutoff of 0.01, using data from Sato et al.^63^. We selected genes that showed rhythmic expression only under caloric restriction conditions as our gene list. To identify circadian genes that oscillate exclusively under both caloric and time-restricted conditions, we used data from Acosta-Rodríguez et al.^31^, and selected cycling genes that were significant in all three different algorithms (JTK_CYCLE, ARSER, and RAIN) with a p-value cutoff of 0.05 and FDR < 0.05. We selected our final gene sets by filtering genes that were rhythmically expressed exclusively under both caloric and time-restricted conditions, but not under ad libitum or CR-spread conditions.

### Estimation of tissue-specificity and tissue-specific gene

To evaluate tissue-specificity of the transcriptome, we calculated Tau for each gene, using the following formula^81^:

$${\rm {T}}=\frac{{\sum }_{i=1}^{n}(1-\bar{{x}_{i}})}{{\sum }_{i=1}^{n}{x}_{i}^{2}}{{{{{\rm{;}}}}}}\,\bar{{x}_{i}}=\frac{{x}_{i}}{{\max }_{1\le i\le n}({x}_{i})}$$

Where, x_i_ is the expression level of  a given gene  in  tissue  i and n  is  the  number  of  tissues in a given time point.

We used another tissue-specificity indicator, specifically the Specificity Measure (SPM), to evaluate tissue-specificity of the transcriptome. SPM was calculated for each gene using the following formula^82^:

$${{{{{\rm{SPM}}}}}}=\frac{{x}_{i}^{2}}{{\sum }_{i=1}^{n}{x}_{i}^{2}}$$

Tissue-specific gene was defined as genes with SPM in top 10% of all genes.

We also used an additional tissue-specificity indicator, expression enrichment (EE)^83^, to validate our main discoveries. The EE score was calculated as following:

$${{{{{\rm{EE}}}}}}=\frac{{x}_{i}}{{\Sigma }_{i=1}^{n}{x}_{i}* \,\frac{{s}_{i}}{{\Sigma }_{i=1}^{n}{s}_{i}}}=\frac{{\Sigma }_{i=1}^{n}{s}_{i}}{{s}_{i}}* \frac{{x}_{i}}{{\Sigma }_{i=1}^{n}{x}_{i}}$$

S_i_ summary of the expression of all genes in tissue i

### Gene co-expression network analysis

For the weighted gene co-expression network analysis (WGCNA)^84^, we used the rlog transformation in the DESeq2 package to standardize the original RNA-Seq count data, which has a similar variance stabilizing effect to the varianceStabilizingTransformation. We selected genes with a Median Absolute Deviation (MAD) > 0.1. We then constructed co-expression networks using the Bicor method to calculate expression similarities. The softpower parameter was chosen as 14, resulting in 13 co-expression modules containing 17,070 expressed genes. To determine whether a module was rhythmic, we analyzed both the module eigengene and the mean expression of the module using JTK_CYCLE. Modules with a Benjamini-Hochberg adjusted *P*-value < 0.05 were considered circadian modules.

### Transcriptional factor (TF) prediction

We used Landscape In Silico Deletion Analysis (LISA v2.2.5)^85^ to predict potential transcription factors. For each analysis, we input the top 500 genes with the highest fold-change among each type of differentially expressed genes (DEGs).

### Biological function enrichment analysis

We performed functional annotation of genes using ClusterProfiler (version 4.0)^86^. Each term was ranked according to its false discovery rate (FDR), and the significance threshold was set to < 0.05. Since many enriched terms had intersections, we clustered similar terms based on their semantic similarity using a method described by Wang et al.^87^.

### Gene sets for metabolism-related diseases

Metabolic-related diseases were identified based on a previous study^60^. Cancer-associated genes were obtained from experimental data reported in the cancer gene census or from significantly enriched driver genes included in the Cancer Genome Atlas (TCGA, https://portal.gdc.cancer.gov/). Disease genes associated with metabolism were extracted from the Human Gene Mutation Database (HGMD)^88^ by selecting gene sets with at least one or more disease-associated mutations.

### Gene sets for aging-related diseases

We obtained aging-related diseases from a previous report^9^. Related disease gene sets were obtained from the MalaCards Human Disease Database^89–91^. To identify the corresponding mouse orthologs, we used the Ensembl Biomart^92^ to convert the human genes.

### Single cell marker gene identification

Marker genes for peak-based clustering were identified using Seurat’s FindAllMarkers() function^93^ on the gene activity matrix with the following parameters: min.pct = 0.25 and logfc.threshold = 0.25.

### Calculating the phase correlations between circadian lncRNAs and protein-coding genes

We calculated the correlations of time-course data between circadian lncRNAs and neighboring protein coding genes by selecting only those lncRNA clusters and their nearby protein-coding genes that were circadian expressed. For each lncRNA cluster, we calculated Pearson’s correlation coefficients between the phases of circadian lncRNA transcripts and circadian protein-coding genes located within a 50 kb region. The median of these correlation coefficients was used as the final correlation coefficient between this lncRNA and adjacent protein-coding genes in this region.

### Statistics and reproducibility

All the analyses were performed in R (v4.0.2). Statistical significance was determined at Benjamini-Hochberg adjusted *P*-value < 0.05. Gene set enrichment analysis was performed using a two-sided Fisher’s exact test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE240693, which will be freely accessible upon the publication of the manuscript.

# Supplementary material for: Circadian-driven tissue specificity is constrained under caloric restricted feeding conditions
**Source:** Commun Biol. 2024 Jun 20;7:752. doi: 10.1038/s42003-024-06421-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

# **Circadian-driven tissue specificity is constrained under caloric restricted feeding conditions**

Renrui Chen<sup>1,5</sup>, Ziang Zhang<sup>1,5</sup>, Junjie Ma<sup>1,5</sup>, Bing Liu<sup>2,5</sup>, Zhengyun Huang<sup>3</sup>, Ganlu Hu<sup>4</sup>, Ju Huang<sup>2</sup>, Ying Xu<sup>3</sup>, Guang-Zhong Wang<sup>1,\*</sup>

<sup>5</sup>These authors contributed equally

**This PDF file includes:**

Supplementary Fig. 1 to 15

## Supplementary Figure

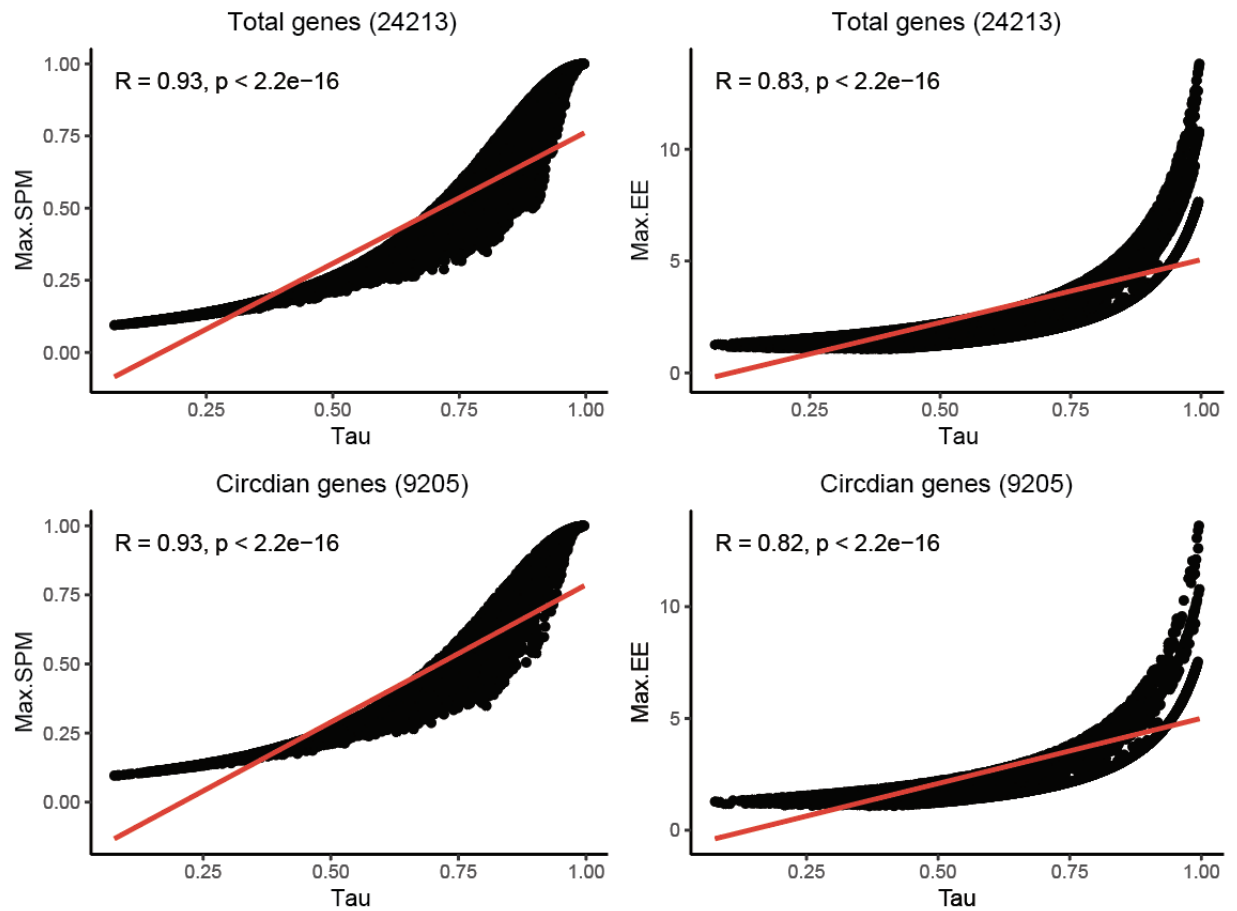

**Figure S1. Correlation of different tissue specific value calculation methods.**

Scatter plot showing the relationship between calculated tissue-specific Tau values and tissue-specific SPM and EE values. The circadian genes was the union of circadian genes across mouse organs. Max.SPM and max.EE refers to the maximum value of genes between mouse organs.

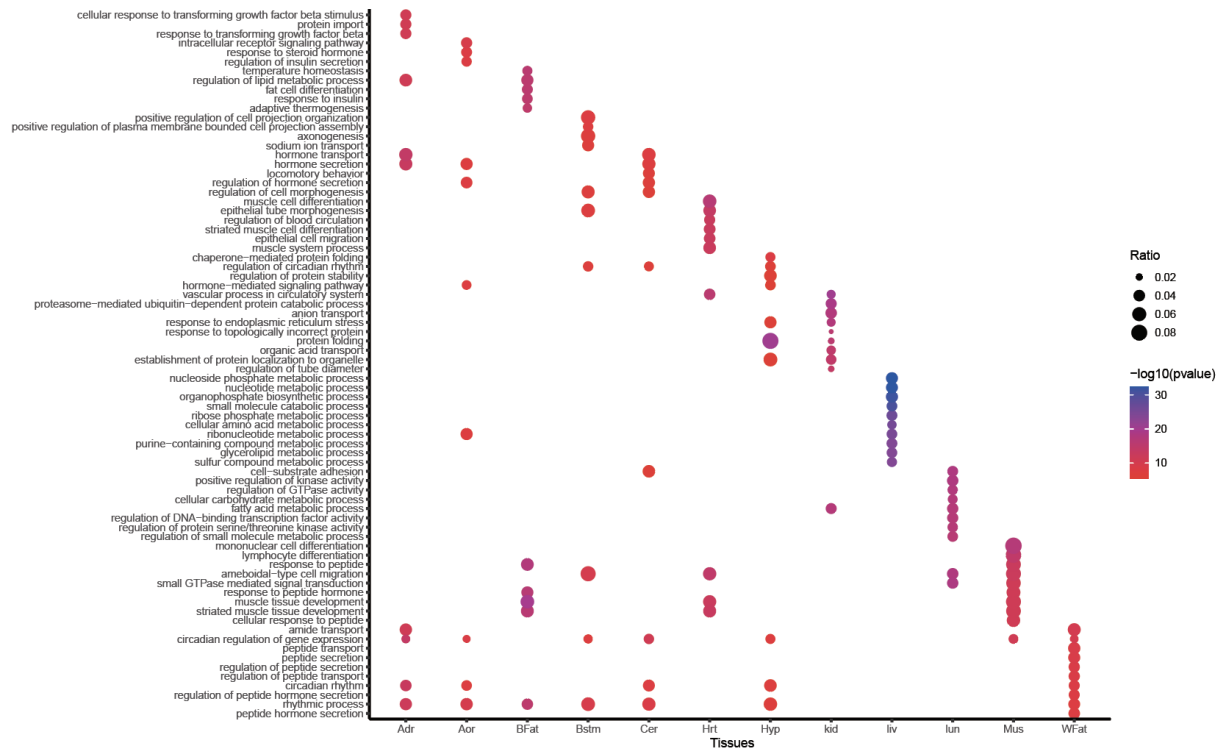

**Figure S2. Functional annotation of circadian genes for mouse circadian atlas.** Scatter plot displaying the top 10 Biological Processes for the mouse circadian atlas as determined by Gene Ontology (GO) annotation.

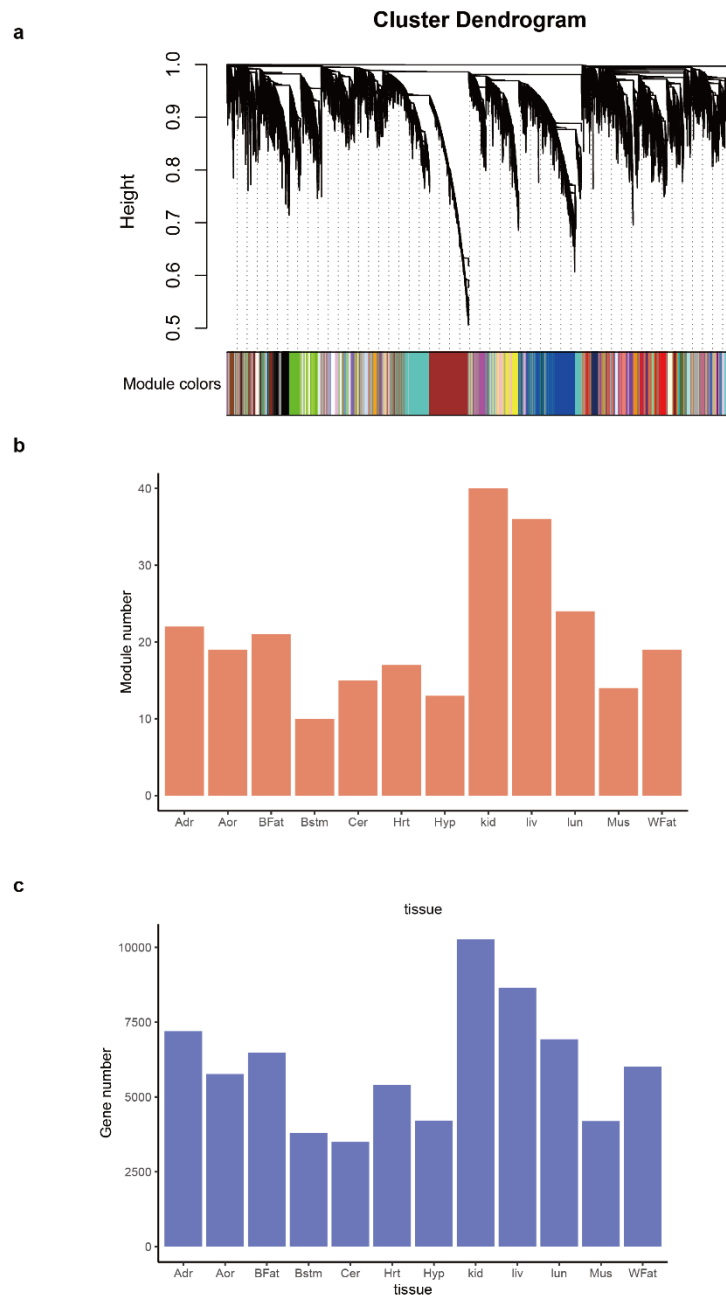

**Figure S3. Weighted Gene Co-expression Network Analysis (WGCNA) of Mouse Circadian Atlas.**

- (a) Cluster diagram visualizing the co-expression network of the mouse circadian atlas.
- (b) Bar chart indicating the number of modules enriched by circadian genes for the mouse circadian atlas.
- (c) Bar chart displaying the gene count of modules enriched by circadian genes for the mouse circadian atlas.

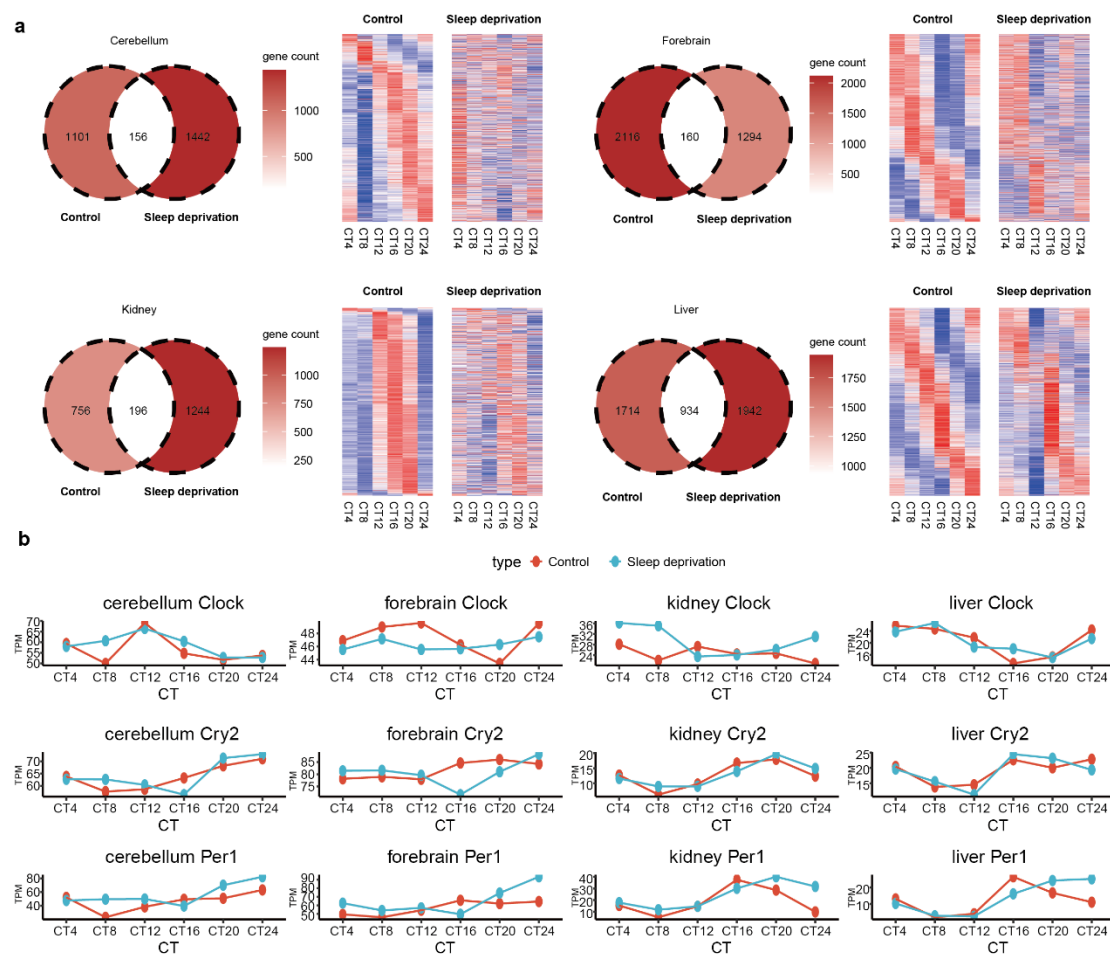

**Figure S4. Circadian transcriptome analysis during sleep deprivation.**

(a) Venn diagram illustrating the overlap of circadian genes affected by sleep deprivation. The heatmap displays the circadian expression pattern of control circadian genes under conditions of sleep deprivation.

(b) Scatter plots depicting the expression levels of core clock genes related to sleep regulation.

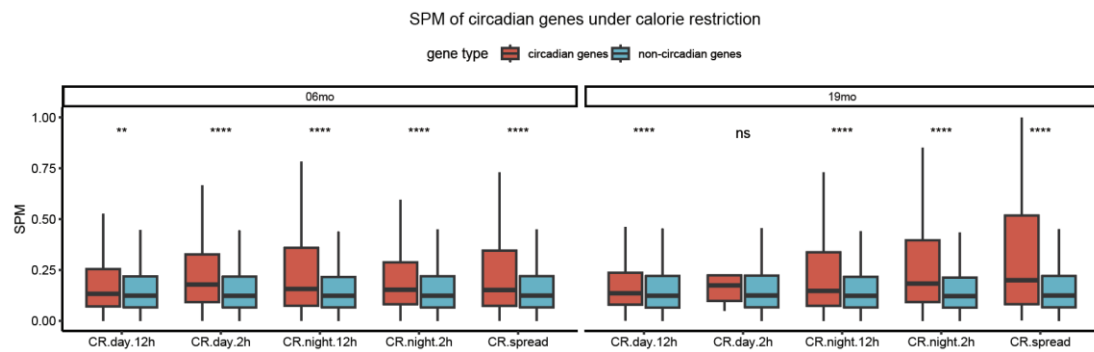

**Figure S5. SPM of rhythmically expressed genes under calorie restriction.**

Box plot depicting the tissue-specific values (SPM) of rhythmically expressed genes under conditions of calorie restriction.

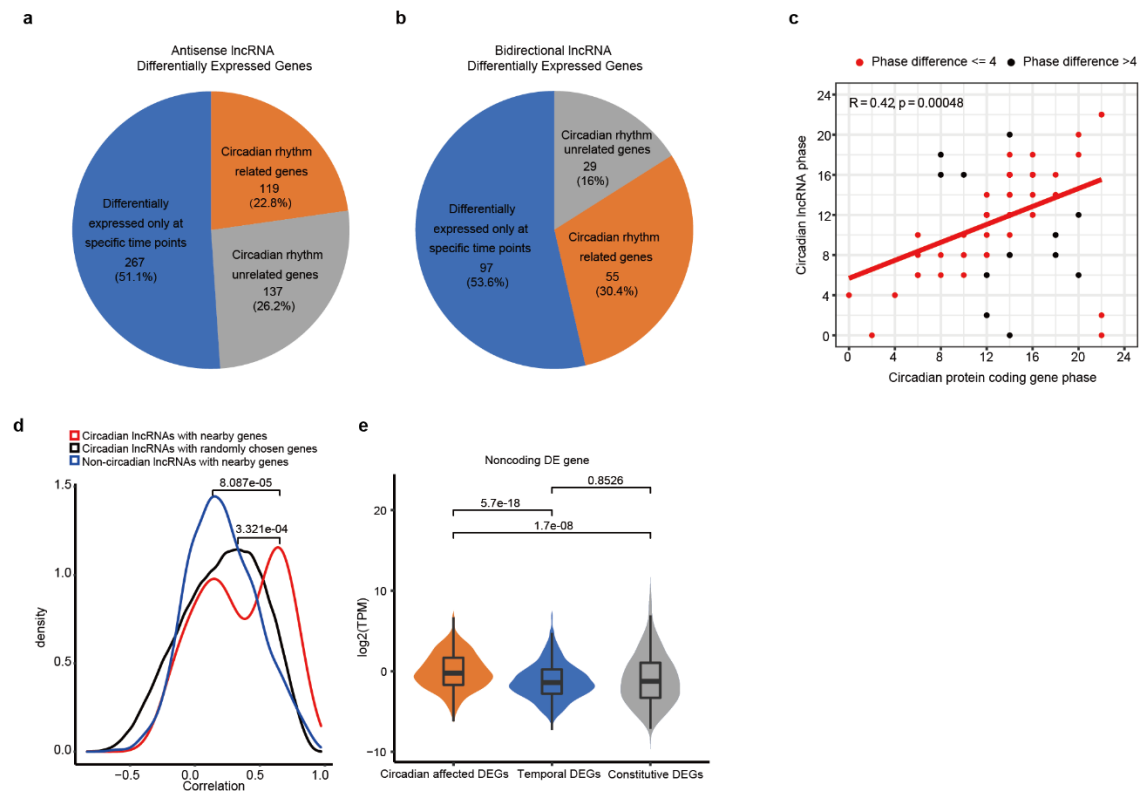

**Figure S6. Temporal organization of differentially expressed lncRNAs (DE-lncRNAs) between liver and kidney**

(a) The pie chart displays the proportion and number of three classes of differentially expressed antisense lncRNAs. Among all DE-lncRNAs, 22.8% are circadian-affected, 26.2% are constitutive, and 51.1% are temporal DEGs.

(b) The pie chart displays the proportion and number of three classes of differentially expressed bidirectional lncRNAs. Among all DE-lncRNAs, 30.4% are circadian-affected, 16% are constitutive, and 53.6% are temporal DEGs.

(c) Scatter plot of the phase correlation between circadian lncRNAs and nearby protein-coding genes.

(d) The density plot showed Pearson correlation coefficient between lncRNAs and nearby protein-coding genes. K-S test was used for distribution comparison

(e) Expression abundance comparison among the three classes of DE-lncRNAs. P values were determined by Wilcoxon rank sum test.

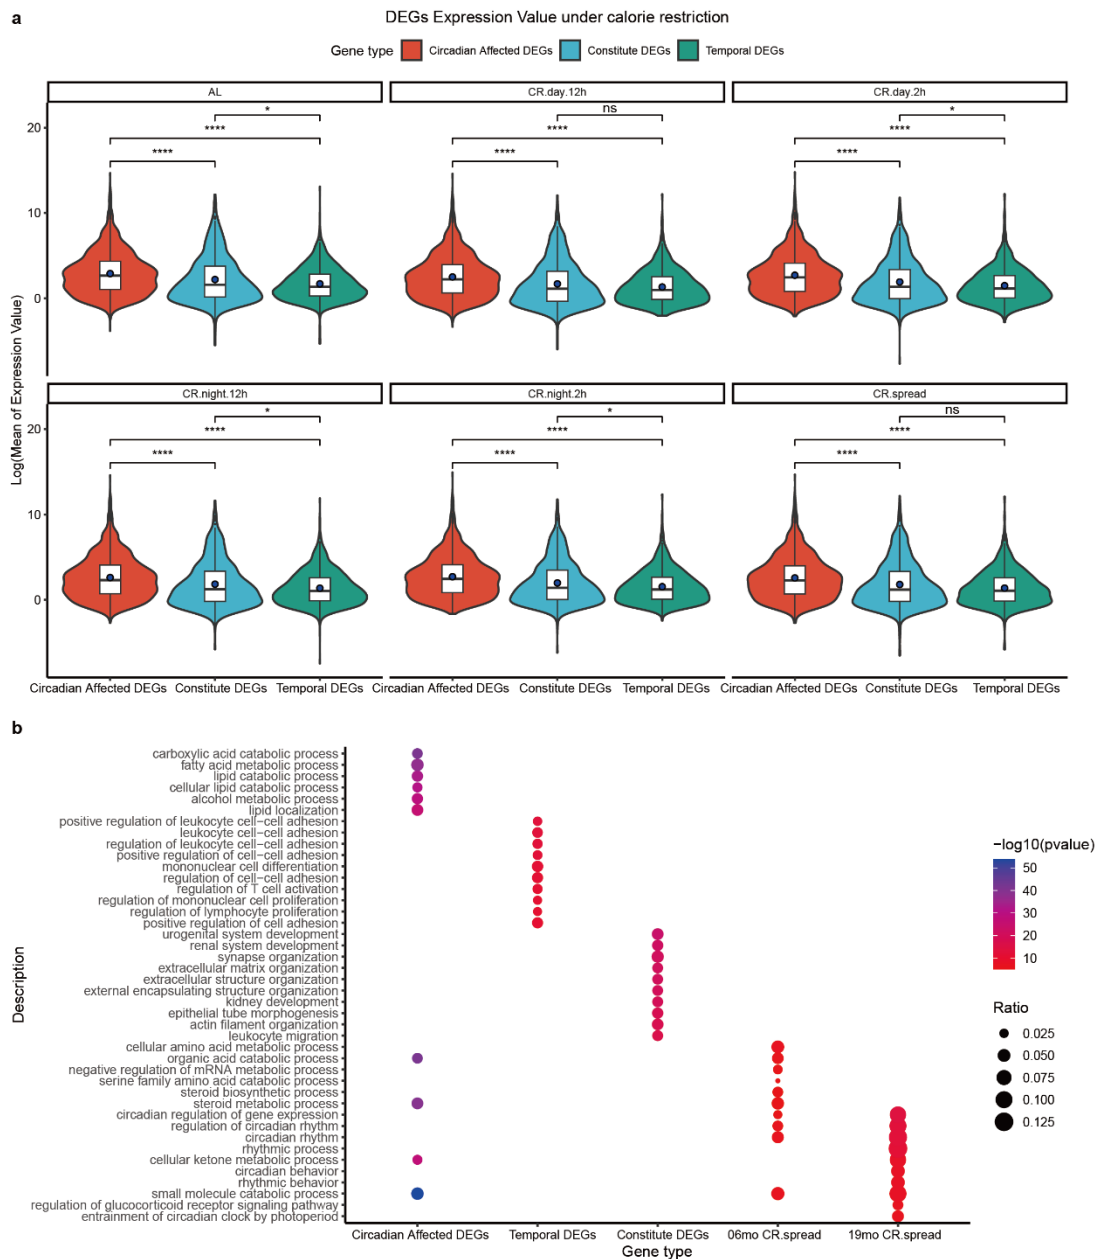

**Figure S7. Analysis of three types of differentially expressed genes (DEGs) Under calorie restriction.**

(a) Violin plot illustrating a comparison of gene expression levels among three types of DEGs under conditions of calorie restriction.

(b) Scatter plot displaying Gene Ontology (GO) functional annotations for three types of DEGs and circadian genes under caloric restriction (CR).

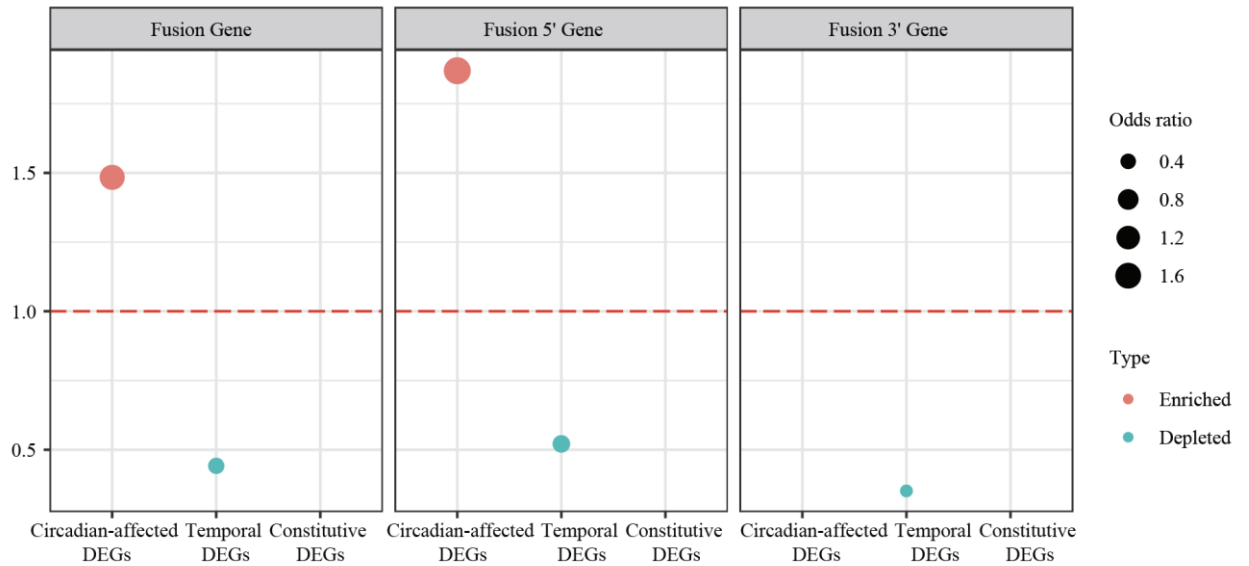

**Figure S8. Enrichment analysis of three types of DEGs with fusion genes in cancer tissue.**

Enrichment analysis of three types of DEGs with fusion genes from long-read sequencing data for the liver. The “enriched” and “depleted” relationships are shown in red and blue, respectively. The odds ratio is indicated by the size of the circle. Non-significance is indicated as blank.

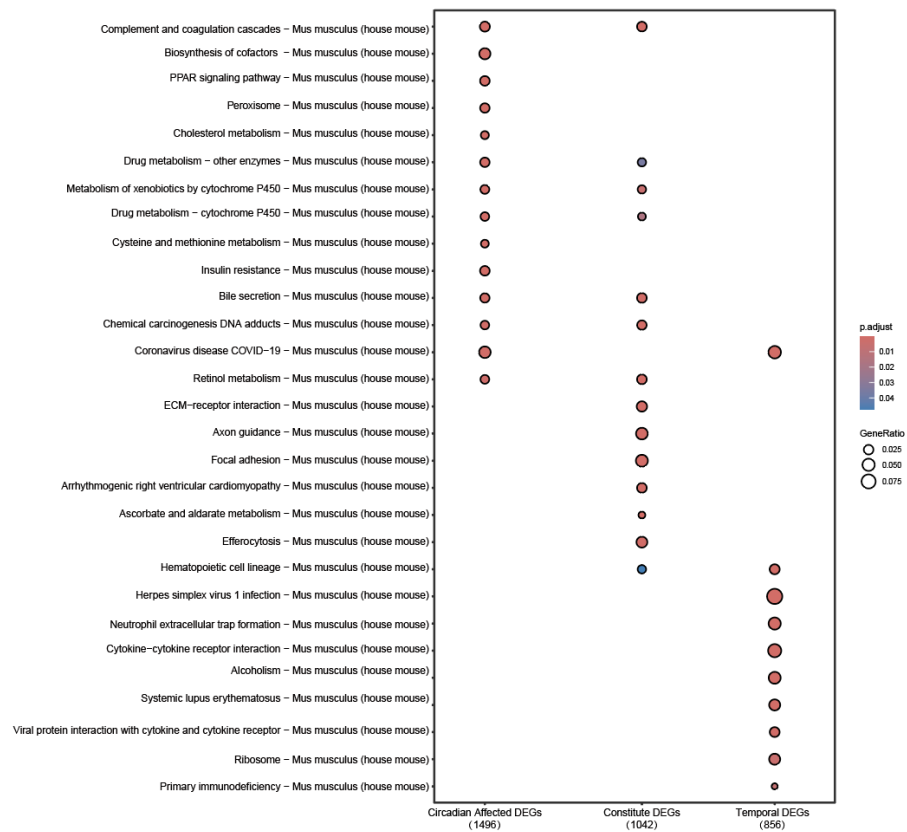

**Figure S9. Functional annotation of the three classes of DEGs by KEGG analysis.** Circadian-affected DEGs exhibit enrichment in metabolic functions, whereas other DEGs are associated with distinct biological pathways. Both enrichment odds ratio and significance level (P) are displayed.

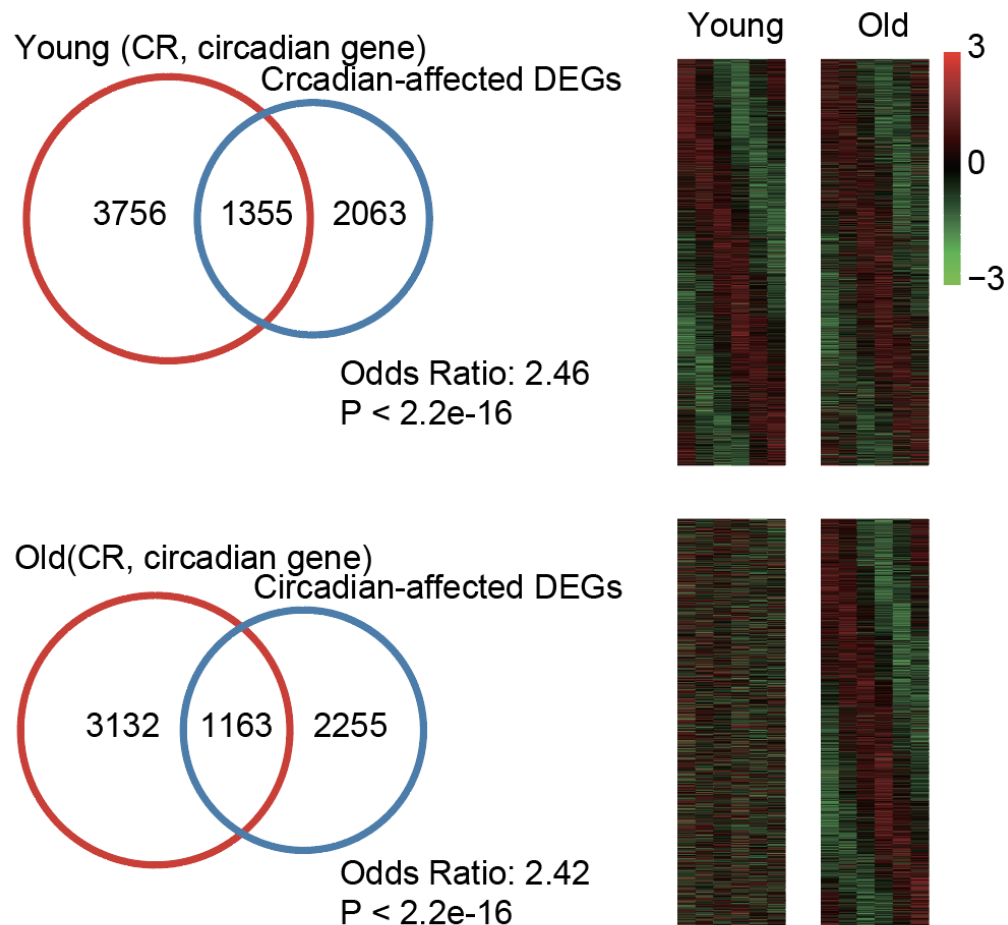

**Figure S10. Enrichment analysis of circadian-affected DEGs and circadian genes under caloric restriction, both in young and old mice.** Venn diagram showing the intersection of circadian-affected DEGs and circadian genes under caloric restriction (CR), both in young and old mice. Heatmap shows the circadian expression of overlapped genes.

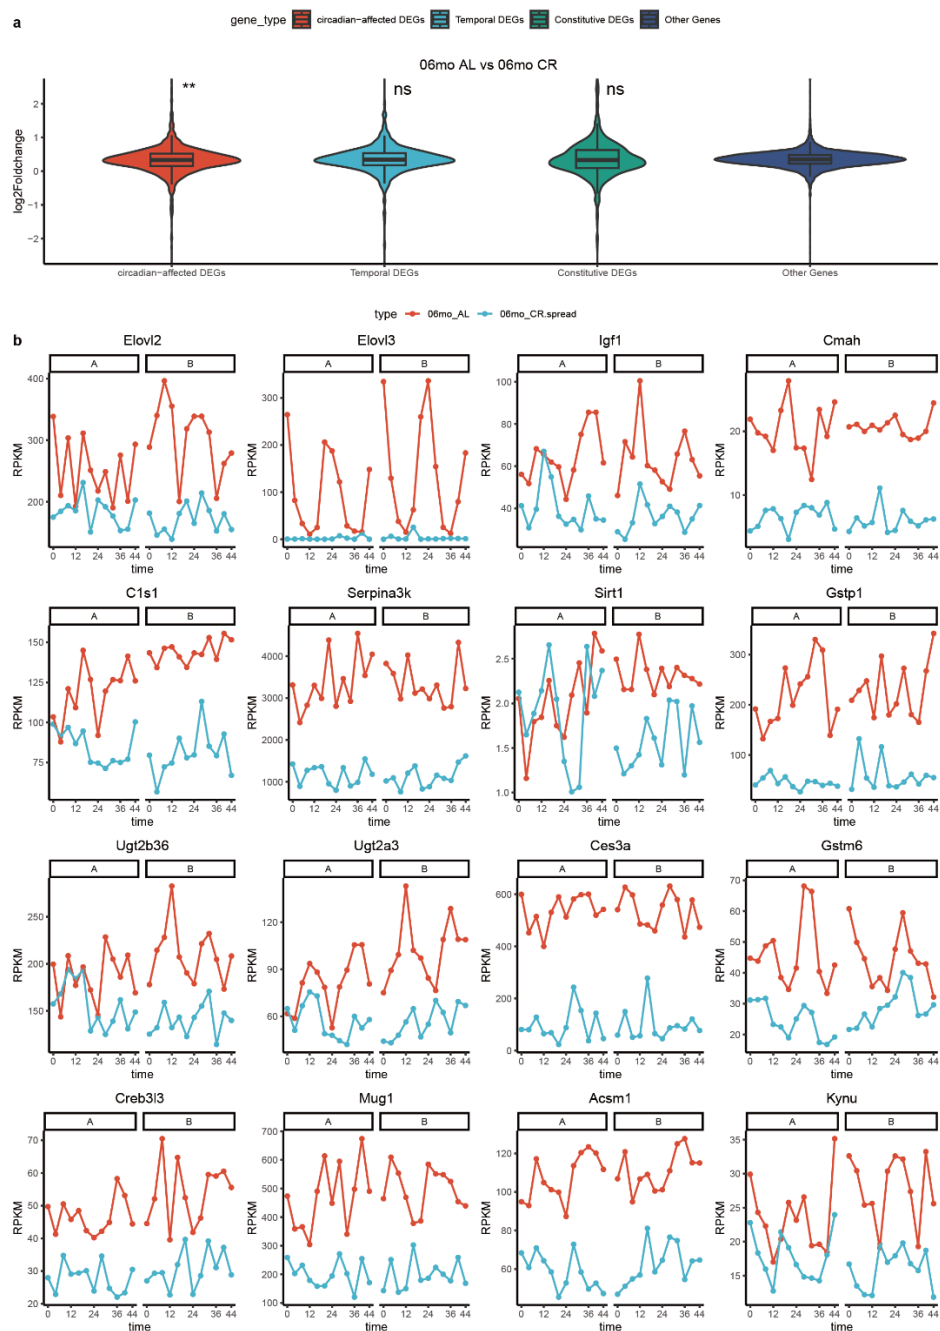

**Figure S11. Relationship between circadian rhythm and aging genes under caloric restriction.**

- (a) Violin plot illustrating the comparison of gene log2 fold change among the three types of DEGs under conditions of young mice fed ad libitum and young mice under caloric restriction. P values were determined by the Wilcoxon rank sum test.
- (b) Scatter plots displaying the comparison of Reads Per Kilobase Million (RPKM) values between aging genes and other genes under caloric restriction.

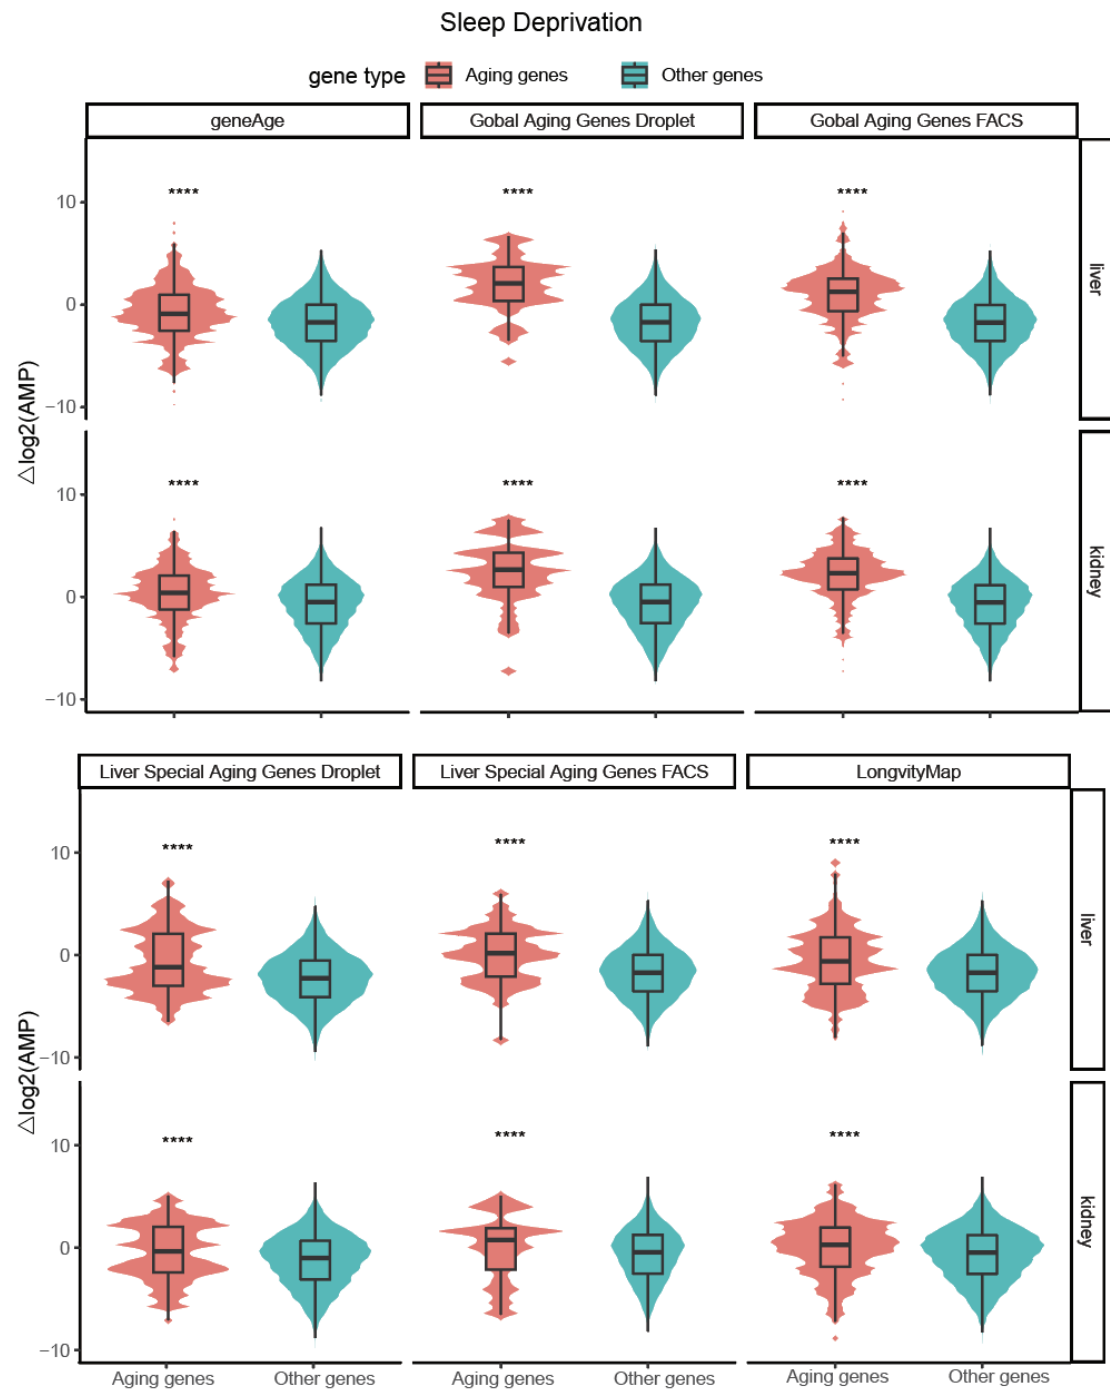

**Figure S13. Disturbance of genes related to aging under sleep deprivation conditions.** A violin plot illustrating the change in circadian amplitude (AMP) of aging and longevity genes in the liver and kidney, compared to other genes, during a 10-hour sleep deprivation period. All six aging and longevity gene lists are included in the plot.

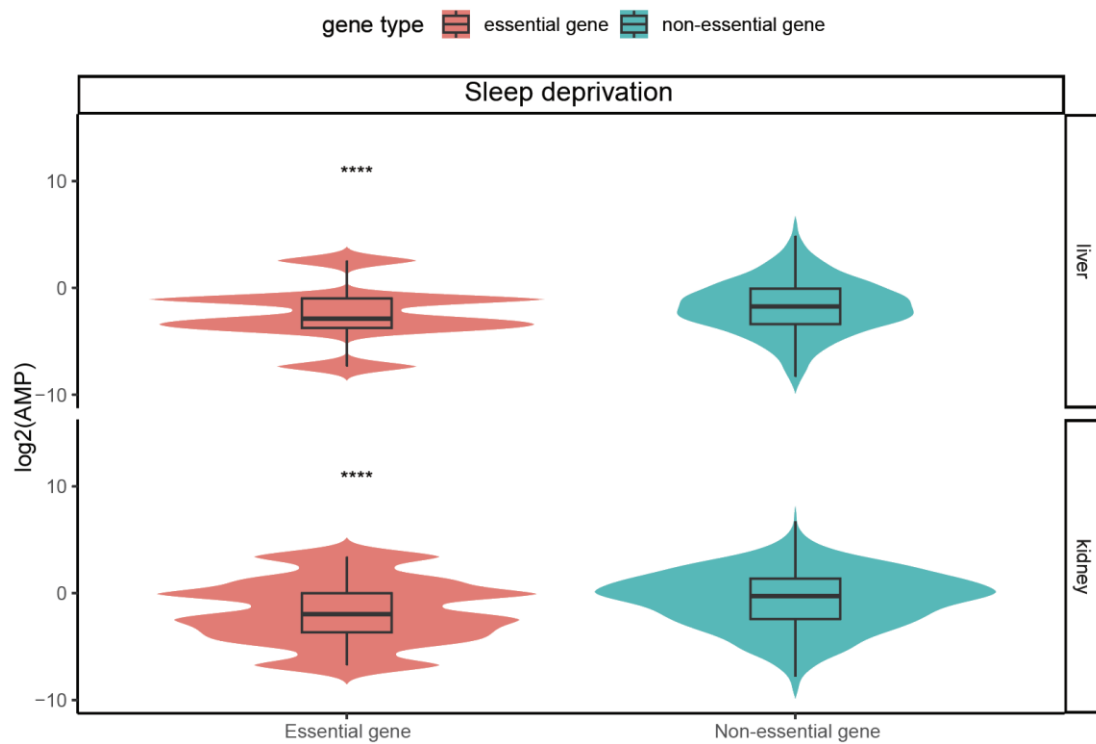

**Figure S14. Stabilization of Essential Genes under Sleep Deprivation Conditions.**

A violin plot is utilized to demonstrate the change in circadian amplitude (AMP) of essential genes in the liver and kidney, compared to other genes, during a 10-hour sleep deprivation period.

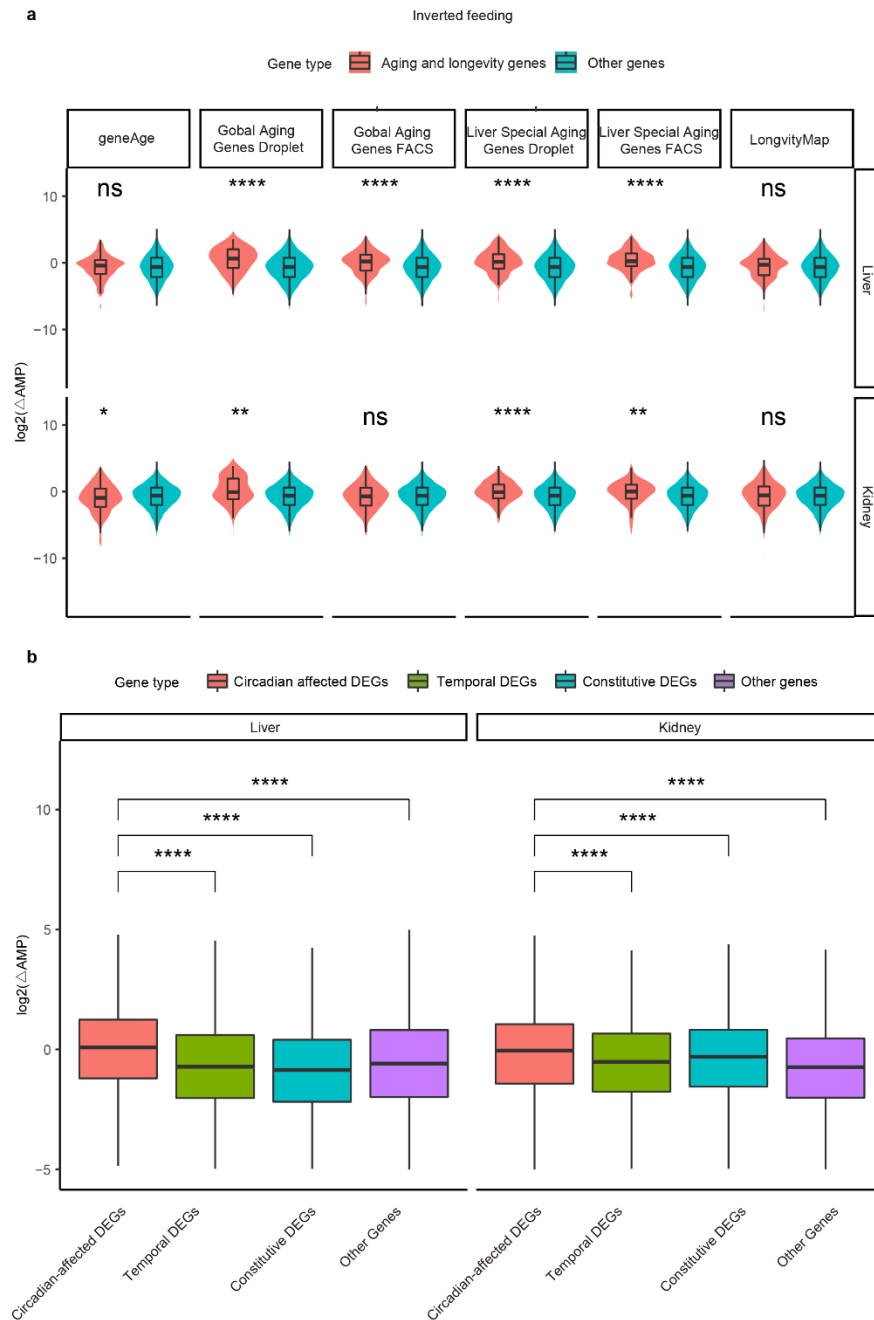

**Figure S15. Genes related to aging are disturbed in inverted food intake condition**

(a) A violin plot to show the change in circadian amplitude (AMP) of aging and longevity genes in the liver in comparison to other genes during inverted food intake condition. All 6 aging and longevity gene lists are included in the plot.

(b) A boxplot to compare the changes in circadian AMP for circadian-affected DEGs, constitutive DEGs, temporal DEGs, and other genes during inverted food intake condition. Both conditions exhibit similar trends. Statistical significance is denoted by \*\*\*,  $P < 0.001$ ; \*\*,  $P < 0.01$ ; \*,  $P < 0.05$ ; and n.s. for non-significant differences.

# Supplementary material for: Circadian-driven tissue specificity is constrained under caloric restricted feeding conditions
**Source:** Commun Biol. 2024 Jun 20;7:752. doi: 10.1038/s42003-024-06421-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: List of Differentially Expressed Genes (DEGs) Identified in the Study.

File name: Supplementary Data 2

Description: Prediction of Transcription Factors for the Three Classes of DEGs.

File name: Supplementary Data 3

Description: Top 10 Biological Processes for DEGs by Gene Ontology (GO) Annotation.

File name: Supplementary Data 4

Description: Gene Sets Associated with Metabolism-Related Diseases and Cancer.

File name: Supplementary Data 5

Description: Gene Set Associated with Aging and Longevity.

File name: Supplementary Data 6

Description: Gene Set Associated with Caloric and Time Restriction-Related Circadian Regulation Only.

File name: Supplementary Data 7

Description: List of Genes in Liver Cycling Transcriptome Modules.

# Supplementary material for: Circadian-driven tissue specificity is constrained under caloric restricted feeding conditions
**Source:** Commun Biol. 2024 Jun 20;7:752. doi: 10.1038/s42003-024-06421-0
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Gene expression data for its own experiment. All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; <a href="https://www.ncbi.nlm.nih.gov/geo/">https://www.ncbi.nlm.nih.gov/geo/</a> ) under accession number GSE240693.                                                                                                                                                                                                                                                                 |
| Data analysis   | We used the Jonckheere-Terpstra-Kendall algorithm from the MetaCycle R package (version 1.20) to identify the oscillations of genes, differential expression analysis was performed using both DESeq2 (version 1.26.0) and EdgeR (version 3.28.1). We calculated Tau for each gene to evaluate tissue-specificity of the transcriptome . And we also used an additional tissue-specificity indicator, expression enrichment (EE), to validate our main discoveries. We utilized WCGNA(version1.69) to build weighted co-expresion network in R (version 4.0.2) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; <https://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE240693.

To identify circadian genes under caloric restriction conditions, we using data from GSE57830 and GSE190939.

Liver single cell data from GSE143526.

Metabolic-related diseases were identified based on a previous study (Zhou et al. 2020). Disease genes associated with metabolism were extracted from the Human Gene Mutation Database (HGMD) and Cancer Genome Atlas (TCGA, <https://portal.gdc.cancer.gov/>).

Aging-related diseases from a previous report (Zhang et al. 2021). Related disease gene sets were obtained from the MalaCards Human Disease Database.

Aging and longevity genes contain three independent gene collections from the Tabula Muris Senis single-cell dataset (Schaum et al. 2020), LongevityMap database and GeneAge databases.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For differential expression of liver and kidney, we collected four replicates of liver and kidney every four hours throughout the day and we collected liver and kidney samples from the same mice at each sampling time, 48 samples in total. About the sleep deprivation experiment, we collected two replicates of 4 peripheral circadian tissues (forebrain, cerebellum, liver, kidney) were obtained at next six circadian time (CT) points with an interval of 4 h (CT4, CT8, CT12, CT16, CT20, and CT24), 98 samples in total. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | For differential expression of liver and kidney, each organization has four biological repetition at each point of time. For sleep deprivation experiments, each organization contains two biological repetition at each point of time.                                                                                                                                                                                                                                                                                               |
| Randomization   | The mouse samples used were randomly assigned to the experimental group.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Blinding was not relevant for the study. All group assignments were known based on known tissue.                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

The C57/BL6 male mice used in this study were raised in a laboratory with a 12-hour light-dark cycle (lights on at 8 a.m. and off at 8 p.m.). After entrainment to this cycle for five days, the mice were transferred to constant darkness (DD) and sacrificed 24 hours later. The sleep deprivation experiment followed previously reported protocols (Lu et al. 2021). Mice were randomly assigned to either the experimental or control group. The experimental group was subjected to a sleep deprivation instrument, which involved forced locomotion through a slowly rotating drum (40 cm in diameter, 0.4 m per min) while having access to food and water. All mice in experimental group were placed in the sleep deprivation device for 10 h (6:00 AM–4:00 PM) during their normal resting phase while the control animals were undisturbed.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

We used C57BL/6J male mice; however, there could be strain and sex-specific responses worth studying further

### Field-collected samples

This study does not involve field work.

### Ethics oversight

All animal experiments were approved by the Animal Care and Use Committee of the Shanghai Institute of Nutrition and Health and were conducted in accordance with institutional guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

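The data are 48 libraries of total RNA depleted of ribosomal RNA, from liver and kidney of the same male mice kept in constant darkness, with 4 mice at each of 6 time points 4 h apart. The authors trimmed the reads with Trim Galore, aligned them with HISAT2 to GRCm38, kept alignments of high mapping quality and counted fragments per gene on the gene's strand with featureCounts. The values deposited by the authors are these counts, whole numbers without normalization, for 21283 genes in each library. The rule by which these genes were chosen was not found in the paper; each has a count above 0 in at least 6 libraries of each organ. Libraries held 31435752 to 49491560 counts, with a median of 40587320, and 0 pairs of libraries were identical. In the test on simulated data described further on, 98.7% of the 152 changed genes with at least 10 counts were recovered.

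Organ, time point and replicate number were taken from the deposited sample labels. The paper states that the organs came from the same mice, and it does not state that equal replicate numbers are one mouse, so the libraries were compared unpaired.

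Gene types, positions and exons were taken from GENCODE M21. TPM was computed from the counts and the summed length of each gene's merged exons, over the 21245 annotated genes.

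At each time point, liver and kidney were compared with edgeR 4.0.16 (TMM normalization and the quasi-likelihood F test of earlier versions) and with DESeq2 1.42.0 (Wald test) under R 4.3.3. A DEG has a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2 in the same direction in both tools. Shares of DEGs have Wilson 95% confidence intervals. For the shuffles, time labels were permuted 40 times within each organ and edgeR's calls were repeated. A change of the organ difference with time was tested in one edgeR model of 12 groups, on 5 degrees of freedom.

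Rhythm was tested per organ with the JTK statistic, its exact null distribution, a period of 24 h and Benjamini-Hochberg adjustment, on TPM of the 15648 annotated genes above 0 in all 48 libraries. The test was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. As an alternative, a cosine and a sine of 24 h were fitted to log2 CPM with limma 3.58.1 and a prior count of 2. DEGs were divided into rhythmic (rhythmic in liver or kidney), constitutive (called at all 6 time points and not rhythmic) and temporal (the others). The paper's first class also holds genes bound by core circadian transcription factors, and those binding data were not used here.

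Antisense and bidirectional lncRNAs were defined by position, with 1 kb between divergent starts, and neighbours by a distance of 50 kb. Correlations have permutation p-values from 100000 resamples. Gene sets from the paper's Supplementary Data 4 and 5 were tested by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 27 tests of disease sets and the 18 tests of aging sets. Human symbols of the disease sets were matched to mouse symbols by letters alone, without a list of orthologs. Liver modules were built from rlog values of genes with a MAD above 0.1, with biweight midcorrelation, power 14, topological overlap and average linkage. The tree was divided at one height in place of a dynamic tree cut, with at least 30 genes per cluster, and clusters were merged where eigengenes correlated above 0.75. Figures were drawn with matplotlib 3.10.9.

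The methods were tested on simulated data, the module method with a signed adjacency only. With 200 changed genes among 21283, the DEG calls recovered 160, with 0 false calls. The JTK test recovered 189 of 200 rhythmic genes among 15648 with 7 false calls, and gave a p under 0.05 in 2.14% of 20000 random orders. The harmonic regression recovered 158 of 158 with 5 false calls, and the test across time points 195 of 200 with 7 false calls. The module method with a signed adjacency recovered 3 of 3 simulated modules. The unsigned adjacency of the main network was not tested on simulated data.

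The genes named in the text were chosen by a rule set before their values were seen. It takes the core clock genes, the transcription factors and the example genes of Fig. 3 that the paper names. It adds the 3 liver-high and 3 kidney-high genes with the highest mean log2 fold change among DEGs at all 6 time points with at least 10 counts in every library of the higher organ, and the 3 genes with the smallest JTK p in each organ, with ties ordered by relative amplitude.

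The alternatives changed the tools, thresholds, filters, normalization, input, background, definitions and network settings one at a time, and left out each replicate number in turn. The atlas of organs, the sleep deprivation, caloric restriction and single-cell data, the prediction of transcription factors and the functional enrichment were not analysed here. Supplementary Data 1, 3, 6 and 7 were held only in part, so no overlap or enrichment was tested against them.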

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

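The tests of reads from the other organ were chosen only after the result was seen, while those of shuffled time labels were set before.

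Of 176 groups of 4 libraries, 11 held a library far from the others, by a test that marks about 5% of such groups by chance. The groups were 24 of library totals and mitochondrial shares, 96 of core clock genes and 56 at the peaks and troughs of other named genes. At DD4, replicate 3 was high for Per1 in liver (a TPM of 2.59, against 0.973 to 1.11 in the other 3 libraries), for Per1 in kidney (17.1 against 8.72 to 9.10) and for Per2 in liver (7.09 against 2.23 to 2.68). Clock in kidney at DD8 had 5.97 in replicate 4 (others 9.86 to 10.5), Cry1 in liver at DD12 had 10.6 in replicate 4 (14.0 to 14.6), Cry1 in kidney at DD16 had 25.4 in replicate 2 (21.1 to 21.8) and Cry2 in liver at DD20 had 25.6 in replicate 2 (16.8 to 17.1). Tef in liver at DD12 had 91.8 in replicate 3 (others 69.4 to 73.1), Cebpb in kidney at DD0 had 91.1 in replicate 3 (72.8 to 75.8), Irf1 in kidney at DD20 had 19.9 in replicate 3 (11.7 to 12.7) and Acox3 in kidney at DD16 had 108.3 in replicate 1 (117.5 to 119.3). The rhythms of Per1, Per2, Cry1, Cry2 and Tef in these organs passed 0.05 also without the replicate number named, and Clock in kidney was not called in any of the 4 fits that left out one. No biological explanation was tested.

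For 1259 genes the difference between liver and kidney changed with time. With TMM normalization, 16 DEGs were higher in liver at one time point and in kidney at another. Of 31 orders of the time labels within the organs, the real one included, 1 gave as many genes, and the highest count of the other orders was 17, which argues against a chance arrangement of the libraries. Without replicate 1, replicate 2, replicate 3 or replicate 4, 300, 467, 685 and 1266 genes had such a change, so the count depends on which replicate number is left out. The time of day is a part of the design, and a change of the organ difference along the day remains open for these genes as a hypothesis.

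Among 28 named genes, 11 had a change of the organ difference with time by the edgeR test with Benjamini-Hochberg adjustment. The adjusted p in that edgeR test was 3.08e-06 for Per1, 6.89e-06 for Per3, 0.00400 for Cry1, 0.00752 for Nr1d1, 1.88e-08 for Npas2 and 6.22e-06 for Tef. It was 0.0134 for Cebpb and 9.67e-08 for Crot (edgeR, Benjamini-Hochberg). These 8 genes were rhythmic in liver, and Cebpb and Crot were not called rhythmic in kidney. Crot was a DEG at 1 time point, and at 0 without replicate 3 or without replicate 4. Its log2 fold change of liver over kidney was 1.02 at DD4 and -0.81 at DD16, with standard errors of 0.20 and 0.12. On TPM, which scales the organs differently, the liver mean of Crot at DD4 was 243, against 244 over the 24 kidney libraries.

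For Umod, Slc22a6 and Kap, the adjusted p in the edgeR test with Benjamini-Hochberg adjustment was 2.17e-05, 4.62e-05 and 0.00171. Their kidney levels were high throughout and their liver counts ran from 0 to at most 651, so the change lies in the liver counts. Over the 24 liver libraries, the level of these 3 genes relative to kidney rose and fell with that of 20 other kidney-high genes (Pearson's r = 0.716, permutation p = 0.00011; Spearman's rho = 0.735, permutation p = 0.00011; r = 0.894 without the 2 farthest libraries). The median level of the other kidney-high genes was 62.5 ppm of their kidney level, with a range from 0 to 3280 over libraries. In the other direction, liver-high genes in the kidney libraries gave r = 0.937 (permutation p = 1e-05, the smallest these permutations can give; rho = 0.959; r = 0.947 without the 2 farthest) and a median of 120.5 ppm, up to 3153. A small share of reads or tissue of the other organ in some libraries is a candidate explanation for the change in these 3 genes; at which step it could have entered was not tested.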

How the results depend on the processing

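The inputs, tools and filters varied here were set before the data were examined, apart from those named next. JTK on TMM-normalized CPM as the source of the DEG classes, the annotation's biotypes and TPM without abundant genes were chosen after seeing the data.

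Over 166 results and their alternatives, 486 comparisons concern the main values and counts at the claims. Of these, 411 kept their direction and side of the threshold or stayed within the limit for a count, 4 lost their significance and 71 moved. The other 931 comparisons concern single genes, gene sets and subclasses: 805 stayed, 33 lost and 24 gained significance, 24 counts moved and 45 changed direction.

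Without the fold change threshold there were 11206 DEGs at DD0, 11243 at DD12, 12080 at DD16 and 15189 at any time point, since more genes can pass. The share of DEGs called at all 6 time points was then 42.7%; it was 43.8% with edgeR's calls alone, 47.7% with genes passing filterByExpr and 47.5% with genes above 0 in all 48 libraries.

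With JTK on TMM-normalized CPM, kidney had 1182 rhythmic genes, of which 1109 were protein-coding, and the phases of lncRNAs and their neighbours correlated at r = 0.147. With harmonic regression, kidney had 2332 rhythmic genes (2184 protein-coding), 2896 DEGs were rhythmic and 220 lncRNAs were rhythmic in liver or kidney. By the annotation's biotypes there were 64 differentially expressed bidirectional lncRNAs, a smaller set by construction, and a signed network had 22 modules. TPM was also computed anew without abundant kidney genes. Without the 10 genes of highest TPM, 1481 genes of all types were rhythmic in kidney, and without the 100 highest, 1497, against 752 on full TPM. Without the 10 genes of highest counts there were 885. The number of kidney calls on TPM thus depended on abundant genes. Whether the same genes are called as on TMM-normalized CPM was not tested. For the other changes under JTK on TMM-normalized CPM and harmonic regression, no cause was tested here beyond the liver phases.

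Among aging and longevity sets, 1 was enriched among rhythmic DEGs with harmonic regression, 1 with JTK on TMM-normalized CPM and 2 with all genes of the table as the background. The number depleted among constitutive DEGs was 0 with DESeq2 alone and 0 with genes passing filterByExpr, and the number depleted among temporal DEGs was 1 with genes passing filterByExpr. Among disease sets, 1 was enriched among rhythmic DEGs with edgeR alone and 1 with all genes of the table, and 1 among constitutive DEGs with JTK on TMM-normalized CPM. The number depleted among constitutive DEGs was 0 with DESeq2 alone, 0 with genes passing filterByExpr, 0 with harmonic regression and 2 with all genes of the table. The cause was not tested.

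Changes of direction were seen in log2 odds ratios of gene sets, and none of these passed 0.05 after Benjamini-Hochberg adjustment in the main setting. With all genes of the table as the background, they were 0.16 for the FACS aging list shared by organs and 0.036 for cancer among rhythmic DEGs, and -0.46 for hypercholesterolemia among temporal DEGs. With harmonic regression, they were -0.010 (rhythmic) and 0.26 (temporal) for the liver droplet list, -2.34 for hypercholesterolemia (temporal), and 0.65 (rhythmic) and -1.53 (temporal) for metabolic syndrome. With JTK on TMM-normalized CPM, they were -0.39 (rhythmic) and 0.018 (temporal) for the liver droplet list, and 0.58 (rhythmic) and -0.82 (temporal) for metabolic syndrome. With genes passing filterByExpr, hypercholesterolemia among temporal DEGs had -0.55. The cause was not tested.

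Across the 4 fits that each left out one replicate number, the share of DEGs called at all 6 time points ran from 41.3 to 46.2%. Rhythmic genes ran from 1028 to 1737 in liver (979 to 1654 protein-coding) and from 155 to 329 in kidney (145 to 314), rhythmic DEGs from 699 to 998 and rhythmic lncRNAs from 33 to 58, with fewer libraries in each fit. Genes whose organ difference changed with time ran from 300 to 1266, rhythmic modules from 4 to 7, and the log2 odds ratio of a rhythmic neighbour in liver from 0.72 to 1.91. Aging sets enriched among rhythmic DEGs ran from 0 to 1 and those depleted among temporal DEGs from 0 to 1; disease sets enriched among rhythmic DEGs ran from 0 to 1, and 1 was enriched among constitutive DEGs in each fit.

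In the same 4 fits, log2 odds ratios ran from -0.63 to 0.28 (rhythmic) and -0.32 to 0.048 (temporal) for the FACS list shared by organs, -2.30 to 0.36 (rhythmic) for the droplet list shared by organs, -0.21 to 0.24 (temporal) for the liver droplet list and -0.23 to 0.49 (rhythmic) for GeneAge. They ran from -0.42 to 0.81 (rhythmic) and -0.40 to 0.045 (temporal) for type 2 diabetes, 0.018 to 0.55 (rhythmic) for DNA repair-deficiency disorder, -2.14 to -0.050 (temporal) for hypercholesterolemia, and -0.071 to 1.02 (rhythmic) and -0.92 to 0.17 (temporal) for iron metabolism disorder. For metabolic syndrome they ran from -0.073 to 0.96 (rhythmic) and -0.31 to 0.085 (temporal), for mitochondrial disease from -0.61 to 0.053 (rhythmic) and for cancer from -0.33 to 0.055 (rhythmic).

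Whether equal replicate numbers mark one mouse was examined on 12460 genes. The 24 pairs of same-numbered liver and kidney libraries had a median correlation of 0.141 (from -0.381 to 0.682) and the 72 differently numbered pairs of one time point -0.043 (one-sided permutation p = 0.0403 of the mean); 14 of the 24 were above 0.1. In a test chosen after seeing the data, 7 core clock genes rhythmic in both organs had a mean correlation of 0.505 between same-numbered libraries within time points (from 0.028 for the lowest gene to 0.788; one-sided permutation p = 1e-04, the smallest these permutations can give). Equal numbers may therefore mark one mouse at several time points; since this is not stated and not every pair was above 0.1, the comparisons were left unpaired. With the replicate number as a block in each fit, there were 9731 DEGs, the log2 odds ratio of hypercholesterolemia among temporal DEGs was -0.56, and Nr1d1 was a DEG at 1 time point rather than 0.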

Differences from the paper's values

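A value is counted here as near the paper's where neither is more than 1.5 times the other, which does not make them equal.

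Rhythmic protein-coding genes in kidney numbered 714, against the paper's 1125. Of the alternatives set before the data were examined, TMM-normalized CPM (1109) came near the paper's value. Periods of 20, 24 and 28 h (768), a TPM above 0 in the 24 libraries of the organ (766) and a mean of at least 10 counts (765) fell just inside that limit and left most of the gap open. Harmonic regression (2184) and the 4 fits without one replicate number (145 to 314) were outside it.

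Rhythmic DEGs numbered 1716, against the paper's 3418 circadian-affected DEGs, a class that also holds genes bound by circadian transcription factors. As the classes are defined differently, no setting can be said to account for the gap. Harmonic regression (2896) gave a number within the limit, and edgeR alone (1745), DESeq2 alone (1759), the replicate block (1724), genes passing filterByExpr (1730) and the fits without one replicate number (699 to 998) did not.

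Rhythmic lncRNAs in liver or kidney numbered 97, against the paper's 161. TMM-normalized CPM (133), a TPM above 0 in the 24 libraries of the organ (119) and a mean of at least 10 counts (121) fell within the limit and stayed below the paper's number, and harmonic regression (220) fell within it and went past that number. The periods of 20, 24 and 28 h (91) and the fits without one replicate number (33 to 58) were outside the limit.

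The median TPM of rhythmic DEGs was 14.4, against the paper's 9.39 for circadian-affected DEGs. Harmonic regression (11.4) fell within the limit; edgeR alone, DESeq2 alone, the replicate block, genes passing filterByExpr and the fits without one replicate number did not. The mean over liver libraries alone (7.57) and JTK on TMM-normalized CPM (11.9), which were chosen after seeing the values, also did.

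The median TPM of other DEGs was 2.63, against the paper's 0.77, and that of constitutive DEGs 5.73, against the paper's 0.77; none of the alternatives set before the data were examined came within the limit of either. With the mean over liver libraries alone, chosen after seeing the values, the medians were 0.874, within the limit, and 1.17, outside it.

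Rhythmic differentially expressed lncRNAs had a median TPM of 2.58, against the paper's 0.85, and the other differentially expressed lncRNAs of 0.70, against the paper's 0.42. None of the alternatives set before the data were examined came within the limit of either. With the mean over liver libraries alone, chosen after seeing the values, the medians were 1.66 and 0.315, of which the second was within the limit.

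The paper's circadian-affected class also holds genes bound by circadian transcription factors, and the classes here rest on rhythm alone. Bound DEGs that were not rhythmic therefore count as constitutive or temporal here. The class values that follow are thus not a test of the paper's own classes. The paper states that no difference in expression was detected between constitutive and temporal DEGs. Here their median TPM was 5.73 and 1.29. With the mean over liver libraries alone, chosen after seeing the values, the medians were 1.17 and 0.736, a smaller difference in the same direction. It states that circadian-affected DEGs are enriched for aging genes above the other classes and in both longevity collections. Here 0 of 6 aging and longevity sets passed for rhythmic DEGs after Benjamini-Hochberg adjustment over Fisher's exact tests, and the odds ratios of constitutive DEGs were higher for the liver droplet list (2.87 against 1.11) and LongvityMap (2.45 against 1.59). One set passed with harmonic regression and without replicate 2 (LongvityMap) and without replicate 4 (liver FACS list), and both of these lists passed with all genes of the table as the background; with JTK on TMM-normalized CPM, chosen after seeing the values, LongvityMap passed. It states that circadian-affected DEGs are enriched for hypercholesterolemia and type 2 diabetes; here the odds ratios were 2.98 and 1.59, and neither passed after adjustment, while hypercholesterolemia passed without replicate 4. It states that every cycling module is enriched for circadian-affected DEGs; here 6 of 7 were. The modules here were built with one tree height in place of the dynamic tree method and hold 4003 of the 11532 network genes, 1256 of them in rhythmic modules, so they are not the paper's modules. The paper states that some cycling modules are enriched for liver-specific aging genes; here 0 of the 7 were, and no unadjusted p of Fisher's exact test was under 0.05 in them.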

Other observations

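Tests chosen only after the result was seen are those of library size, of the mitochondrial share, of matching lncRNAs by counts, of module membership among genes rhythmic in liver and of TPM computed without abundant genes.

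At each time point, the 8 libraries can be divided into 4 and 4 in 35 ways. At DD0, DD4, DD8, DD12, DD16 and DD20 alike, 1 of the 35 divisions, the real one, gave as many DEGs by edgeR's calls; the other divisions gave at most 0 DEGs, and at DD12 at most 1. In both liver and kidney, 1 of 100 orders of the time points, the real one included, gave as many rhythmic genes, and the other orders gave at most 1 gene.

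Temporal DEGs are called at some time points and not at others. In 7 of 41 orders of the time labels, the real one included, at least as many DEGs were called at 1 to 5 time points by edgeR. The organ difference changed with time in 9.35% of all DEGs called at 1 to 5 time points (510 of 5456), rhythmic ones included. Among the temporal DEGs, which are not rhythmic, it did so in 3.55% (161 of 4537). The number of DEGs called at 1 to 5 time points could thus arise from an organ difference that passes the thresholds at some time points by chance. That explanation does not hold for the DEGs in which a change with time was detected, and for the others a change too small to be detected stays open.

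The rhythmic share of lncRNAs was lower than that of protein-coding genes (10.0 against 23.6%). Protein-coding genes matched in mean TPM were rhythmic in 15.4% of cases (95% of draws between 13.2 and 17.6%), which argues against the expression level in TPM as the whole cause. Matched in mean counts, 12.1% were rhythmic, a value inside the 95% confidence interval of the share of lncRNAs (Wilson, 8.30 to 12.1%). Since the share of lncRNAs was itself just below the range of 95% of the draws (10.1 to 14.1%), the number of counts per gene may account for most of the difference, and whether a remainder is left is open.

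Phases of rhythmic lncRNAs and neighbouring genes correlated also over pairs that do not overlap (r = 0.404), which argues against reads shared between overlapping genes as the whole cause. Phases lay within 4 h of each other in 95.0% of the overlapping pairs (71.5% when shuffled, upper limit 85.0%) and in 75.0% of the others (62.6%, upper limit 73.1%), so a contribution of shared reads stays open. With phases from TMM-normalized CPM the correlation over all pairs was 0.147. Pearson's r takes phases as hours on a line, so DD20 and DD0 count as far apart. Rhythmic liver genes had these phases in 19.4 and 20.7% of cases on TMM-normalized CPM, against 7.14 and 4.74% on TPM. The lower r therefore does not decide whether a shift common to all TPM values contributes to the correlation. On that input 69.2% of the 91 pairs still lay within 4 h, against 50.8% when shuffled (upper limit 60.4%). This share argues against such a shift as the whole cause of the close phases.

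The median TPM of other DEGs above 0 in all 48 libraries was 5.88, still below that of rhythmic DEGs, which argues against the filter of the rhythm test as the whole cause of the difference. A greater power of the test for genes with more counts stays open and was not tested.

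Rhythmic DEGs were enriched in the rhythmic liver modules, and DEGs rhythmic in kidney and not in liver were not (odds ratio 0.766). As the second group leaves out the genes rhythmic in liver by definition, and had an odds ratio of 1.26 in a signed network, this value does not decide whether the liver rhythm is the cause. Among the genes rhythmic in liver, 43.7% of 1177 DEGs and 42.0% of 793 other genes were in the rhythmic modules (odds ratio 1.07, Fisher's exact test, p = 0.487). The enrichment is therefore consistent with genes rhythmic in liver entering these modules whether or not they are DEGs.

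The phases of rhythmic liver genes gathered at DD12 on TPM (43.4%) and much less on TMM-normalized CPM (14.8%). The factor between the inputs was itself rhythmic by the JTK test (p = 0.0217, exact, phase at DD12), so TPM values of most genes moved together. With TPM computed anew without the 10 genes of highest liver counts, the share at DD12 was 41.7%, which argues against these genes as the source of most of the shift. Without the 10 genes of highest liver TPM, which held 33.9% of all TPM at DD0 and 27.5% at DD12, it was 29.9% (Wilson 95% confidence interval 28.3 to 31.5%), about midway between the inputs. Without the 100 genes of highest TPM, which held 62.0% of all TPM at DD0 and 56.2% at DD12, the share was 19.9% (18.6 to 21.4%). That share lies nearer to the 14.8% on TMM-normalized CPM than to the 43.4% on TPM. The 100 genes of highest TPM may therefore account for the larger part of the gathering at DD12. Whether the top 10 alone hold the larger part, and what else contributes, stays open. In kidney, the share at DD8 was 30.5% on TMM-normalized CPM against 36.0% on TPM, which argues against such a shift as the whole cause there.

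After removal of the time-point means, one axis held 47.8% of the variance between liver libraries over 9903 genes, and the next 9.37%. In kidney the values were 46.1% over 10467 genes and 17.4%. Positions on these axes were set against other values in 6 relations over 24 libraries each, with Benjamini-Hochberg adjustment of the permutation p-values. Library size did not follow the liver axis (Pearson's r = 0.130, permutation p = 0.545; Spearman's rho = -0.065, permutation p = 0.763; r = -0.204 without the 2 farthest libraries; adjusted p = 0.655), nor did the last digit of the library names (r = 0.022, permutation p = 0.915; rho = 0, permutation p = 1; r = 0.128 without the 2 farthest; adjusted p = 0.915). The mitochondrial share of the counts followed the axis, computed without mitochondrial genes (r = 0.947, permutation p = 1e-05, the smallest these permutations can give; rho = 0.867, permutation p = 1e-05; r = 0.916 without the 2 farthest; adjusted p = 3e-05). The relation in kidney was r = 0.83 (permutation p = 2e-05; rho = 0.847, permutation p = 1e-05; r = 0.892 without the 2 farthest; adjusted p = 4e-05). A difference in the state or handling of the RNA or tissue between libraries is a possible explanation, and a difference between the mice stays open. Positions of same-numbered liver and kidney libraries had r = 0.203 (permutation p = 0.340; rho = 0.016, permutation p = 0.944; r = 0.101 without the 2 farthest; adjusted p = 0.510), and since equal numbers are not stated to mark one mouse, a state of the whole animal cannot be told apart from other sources. The eigengene of the module of 2298 genes, which was not rhythmic, followed the liver axis (r = 0.995, permutation p = 1e-05; rho = 0.985, permutation p = 1e-05; r = 0.995 without the 2 farthest; adjusted p = 3e-05), so this module may reflect the difference between replicate libraries.

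Of the transcription factors the paper names, Rxra, Cebpa and Cebpb were DEGs at all 6 time points and higher in liver, Irf1 was a DEG at 5 and Rela at 4 time points (2 without replicate 4), and Fosl2 and Irf8 at 0. In liver, the adjusted p of the exact JTK test (Benjamini-Hochberg) was 0.000346 for Cebpb and 0.0138 for Rxra, which did not pass without replicate 2 (0.0531), without replicate 3 (0.287) or with harmonic regression (0.490). Fosl2 (adjusted p = 0.0970 in liver), Rela (0.767 in liver) and Irf1 (0.0833 in kidney) were not called by the exact JTK test with Benjamini-Hochberg adjustment, and passed with harmonic regression (0.00836, 0.0129 and 0.0292); Fosl2 also passed without replicate 1 (0.0419). Cebpa and Irf8 were called in neither organ.

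Of the example genes of Fig. 3, Acox3, Avpr1a and Cyp4a32 were DEGs at all 6 time points, with mean log2 fold changes of -2.42, 2.60 and 5.65. Avpr1a in liver fell from a TPM of 56.7 ± 4.75 (SD, n = 4) at DD0 to 15.6 ± 1.41 at DD12 (adjusted p = 4.98e-05, exact JTK test with Benjamini-Hochberg adjustment); its kidney rhythm (0.00236) was lost without replicate 3 (0.0781). Crot in liver had a TPM of 243 ± 78.5 at DD4 and 74.3 ± 8.77 at DD16 (adjusted p = 0.00011, same test and adjustment), and adjusted p = 1 in kidney. Cyp4a32 in liver had an adjusted p of 0.0116 in the same exact test and was lost without replicate 1 (0.102), replicate 3 (0.183) or replicate 4 (0.0574). Acox3 in liver had an adjusted p of 0.0295 in the same exact test, which rose to between 0.0531 and 0.248 when one replicate number was left out and to 0.324 with harmonic regression.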
